# Aging impairs the ability of vascular endothelial stem cells to generate endothelial cells in mice

**DOI:** 10.1007/s10456-023-09891-8

**Published:** 2023-08-10

**Authors:** Shota Shimizu, Tomohiro Iba, Hisamichi Naito, Fitriana Nur Rahmawati, Hirotaka Konishi, Weizhen Jia, Fumitaka Muramatsu, Nobuyuki Takakura

**Keywords:** Endothelial cells, Aging, Stem cell aging, Vascular regeneration, Inflammation

## Abstract

Tissue-resident vascular endothelial stem cells (VESCs), marked by expression of CD157, possess long-term repopulating potential and contribute to vascular regeneration and homeostasis in mice. Stem cell exhaustion is regarded as one of the hallmarks of aging and is being extensively studied in several types of tissue-resident stem cells; however, how aging affects VESCs has not been clarified yet. In the present study, we isolated VESCs from young and aged mice to compare their potential to differentiate into endothelial cells in vitro and in vivo. Here, we report that the number of liver endothelial cells (ECs) including VESCs was lower in aged (27–28 month-old) than young (2–3 month-old) mice. In vitro culture of primary VESCs revealed that the potential to generate ECs is impaired in aged VESCs isolated from liver and lung relative to young VESCs. Orthotopic transplantation of VESCs showed that aged VESCs and their progeny expand less efficiently than their young counterparts when transplanted into aged mice, but they are equally functional in young recipients. Gene expression analysis indicated that inflammatory signaling was more activated in aged ECs including VESCs. Using single-cell RNA sequencing data from the Tabula Muris Consortium, we show that T cells and monocyte/macrophage lineage cells including Kupffer cells are enriched in the aged liver. These immune cells produce IL-1β and several chemokines, suggesting the possible involvement of age-associated inflammation in the functional decline of VESCs with age.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s10456-023-09891-8.

## Introduction

Endothelial cells (ECs) line the lumen of blood vessels and play essential roles in homeostatic vascular functions such as the regulation of vascular permeability, vasodilator responses, angiogenesis and the secretion of angiocrine factors [1]. In adult individuals, ECs are quiescent in their steady state but still retain proliferative potential in response to angiogenic stimuli such as vascular endothelial growth factor (VEGF). Blood vessel formation from pre-existing vessels, known as angiogenesis, is triggered by hypoxia or inflammation when neovascularization is required [2]. ECs transiently commit to the specific cell fates known as tip or stalk cells during angiogenesis [3]. Tip cells appear at the leading front of angiogenic vessels and guide endothelial sprouting, followed by highly proliferative stalk cells. This tip-stalk selection is strictly controlled by VEGF and Notch signaling and changes dynamically depending on the signal strength [4]. These studies on mouse retinal angiogenesis suggested that this fate commitment is simply stochastic, initiated by the VEGF gradient and the availability of Notch receptors and their ligands.

However, several recent reports documented clonal expansion of ECs in adult mice, indicating the presence of a highly proliferative subpopulation of ECs playing pivotal roles during angiogenesis [5, 6]. Such highly proliferative EC progenitors were first isolated from circulating blood and designated circulating endothelial progenitor cells (EPCs) [7]. Apart from these circulating EPCs, endothelial progenitors with colony-forming potential were also found in the vessel walls [8]. Recently, several groups including ourselves have reported the presence of tissue-resident vascular endothelial stem cells (VESCs) in the peripheral vessel walls, and have proposed specific markers for their identification [9–15]. We have previously reported that CD157 (also known as Bst1) is a specific marker for VESCs possessing colony-forming ability in vitro and long-term repopulating potential in vivo, thus contributing to the entire vasculature of the liver [14].

Stem cell exhaustion in somatic organs is regarded as one of the hallmarks of aging [16]. Age-dependent changes in stem cells have been extensively studied in several types of tissue-resident stem cells [17–21]. For instance, hematopoietic stem cells (HSCs) increase their number during aging, while the differentiation potential of each individual HSC is impaired [17]. Conversely, muscle stem cells (satellite cells), as well as melanocyte stem cells, are decreased both in number and proliferative potential with age [19, 21]. These studies on stem cell aging indicate that age-dependent alterations in stem cells are cell type-specific or context-dependent. Although these findings highlighted the importance of research focusing on a particular type of stem cells, how aging affects VESCs has yet to be elucidated.

In the present study, we explored age-dependent differences of VESCs, mainly focusing on their number, potential to generate ECs, and their gene expression signatures. We have previously reported that upon deletion of TGF-b-activated kinase-1 (TAK1), liver ECs are highly sensitive to tumor necrosis factor-α (TNF-α)-induced apoptosis during inflammation [22]. Because a pro-inflammatory state is one of the best-known features of aging [16], we mainly focused on VESCs in the liver in the present study. We characterized VESCs as well as the whole population of ECs in the mouse liver from younger adult (2–3 month-old) and aged (27–28 month-old) mice. We also examined the impact of the microenvironment in aged mouse liver by transplantation of VESCs from aged mice to young mice. Furthermore, we evaluated age-associated gene signatures by analyzing gene expression patterns of liver ECs using RNA sequencing (RNA-seq). We also utilized single-cell RNA-seq (scRNA-seq) data from the Tabula Muris Senis Consortium to determine immune cell profiles of aged livers. We report a possible involvement of aging-induced inflammation, so-called inflammaging, in the functional impairment of VESCs with age.

**Fig. 1:**
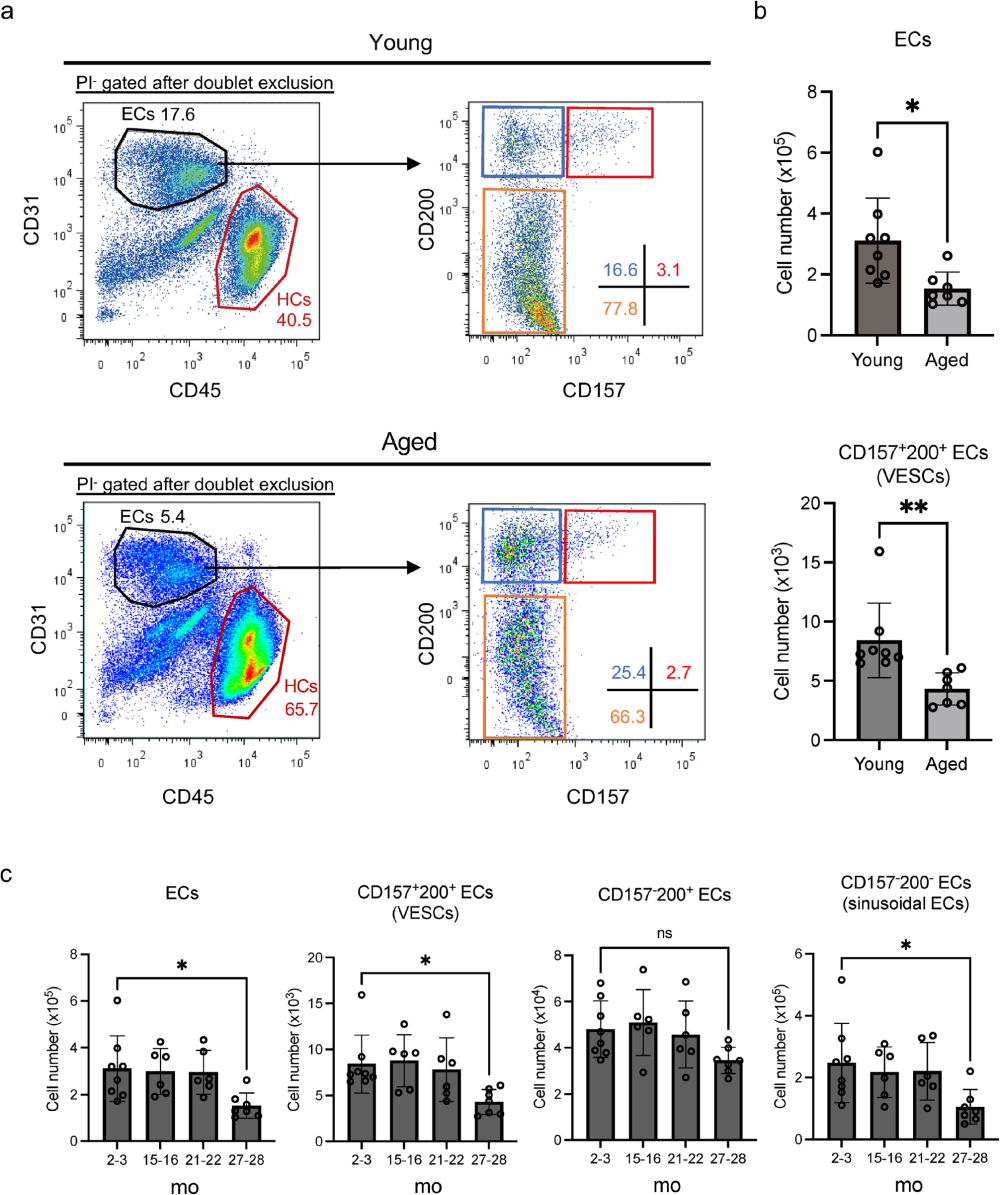
Liver ECs including VESCs decrease with age. **a** Flow cytometry of liver ECs from young (2–3 month-old) and aged (27–28 month-old) mice. Representative FACS plots of young and aged livers are shown in the upper and lower panels, respectively. Each left-hand plot shows the PI^−^-gated population after doublet exclusion. CD31^+^CD45^−^ ECs are further analyzed for their CD157 and CD200 expression in the right-hand panels. Numerals shown in the plots indicate the proportion of the indicated cell population within each plot. HCs: hematopoietic cells (CD31^−^CD45^+^). **b** Quantification of ECs (CD31^+^CD45^−^; upper) and CD157^+^200^+^ VESCs (lower) in the whole liver (*n* = 7). Statistical significance was assessed with two-tailed unpaired Student’s *t* tests. **c** Quantification of total ECs, CD157^+^200^+^ ECs, CD157^−^200^+^ ECs and CD157^−^200^−^ ECs in the whole liver from 2–3, 15–16, 21–22 and 27–28 month-old (mo) mice (*n* = 6–8). CD157^−^200^−^ ECs represent sinusoidal ECs. Statistical significance was evaluated with one-way analysis of variance (ANOVA) followed by Tukey’s multiple comparison test. *P < 0.05, **P < 0.01 or *ns*  not significant

## Results

### Decline of liver ECs with aging coincides with the loss of VESCs

First, we compared the number of liver ECs isolated from young (2–3 month-old) and aged (27–28 month-old) mice using fluorescence-activated cell sorting (FACS). Body, liver and lung weights all tended to be higher in 15–16 month-old mice than in young mice and to remain almost the same in mice older than 15 months (Fig. S1a). The ratio of body to liver weight was mostly constant among age groups. Serum alanine aminotransferase (ALT) levels did not significantly differ among age groups (Fig. S1b). These data suggest that there was no overt malignancy or severe liver injury in the aged mice. Liver ECs can be divided into 3 fractions based on their expression of CD157 and CD200 antigens. CD157^+^200^+^ ECs represent the VESC population and mainly localize to the intraluminal surface of portal veins. CD157^−^200^−^ ECs are mature sinusoidal ECs with low proliferative potential. CD157^−^200^+^ ECs, which possess proliferative ability intermediate between CD157^+^200^+^ and CD157^−^200^−^ ECs, reside in large vessels such as portal veins, hepatic veins and hepatic arteries [14]. The number of CD157^+^200^+^ VESCs as well as all ECs (CD31^+^CD45^−^) was significantly lower in aged than young mice (Fig. 1a and b). In contrast, the hematopoietic cell population (CD31^−^45^+^) was enriched in aged mice (young vs. adult, 40.5 ± 7.8% vs. 65.7 ± 10.7% of total cells, *p* < 0.01, *n* = 7). We quantified liver ECs at several ages and found that their numbers were not lower in mice 21–22 months of age but were markedly lower in 27–28 month-old animals (Fig. 1c). Although there were significantly fewer CD157^+^200^+^ and CD157^−^200^−^ ECs at 27–28 months of age, the loss of CD157^−^200^+^ ECs was relatively modest and did not achieve statistical significance. Next, we analyzed the liver vasculature by immunofluorescence. Liver sinusoidal vessels were disorganized in aged mice, characterized by decreased vascular density and branching points (Fig. 2a and b). CD157^+^200^+^ ECs predominantly localized at the portal vein in both aged and young mice, but less frequently expressed CD157 in old animals (Fig. 2c and d). CD157-negative ECs in the portal veins of aged mice were still CD200-positive (Fig. S2a). Taken together with the data from FACS analysis, we conclude that the CD157^+^200^+^ VESC population and CD157^−^200^−^ sinusoidal EC population are decreased with age at their originally localized area/region.

**Fig. 2:**
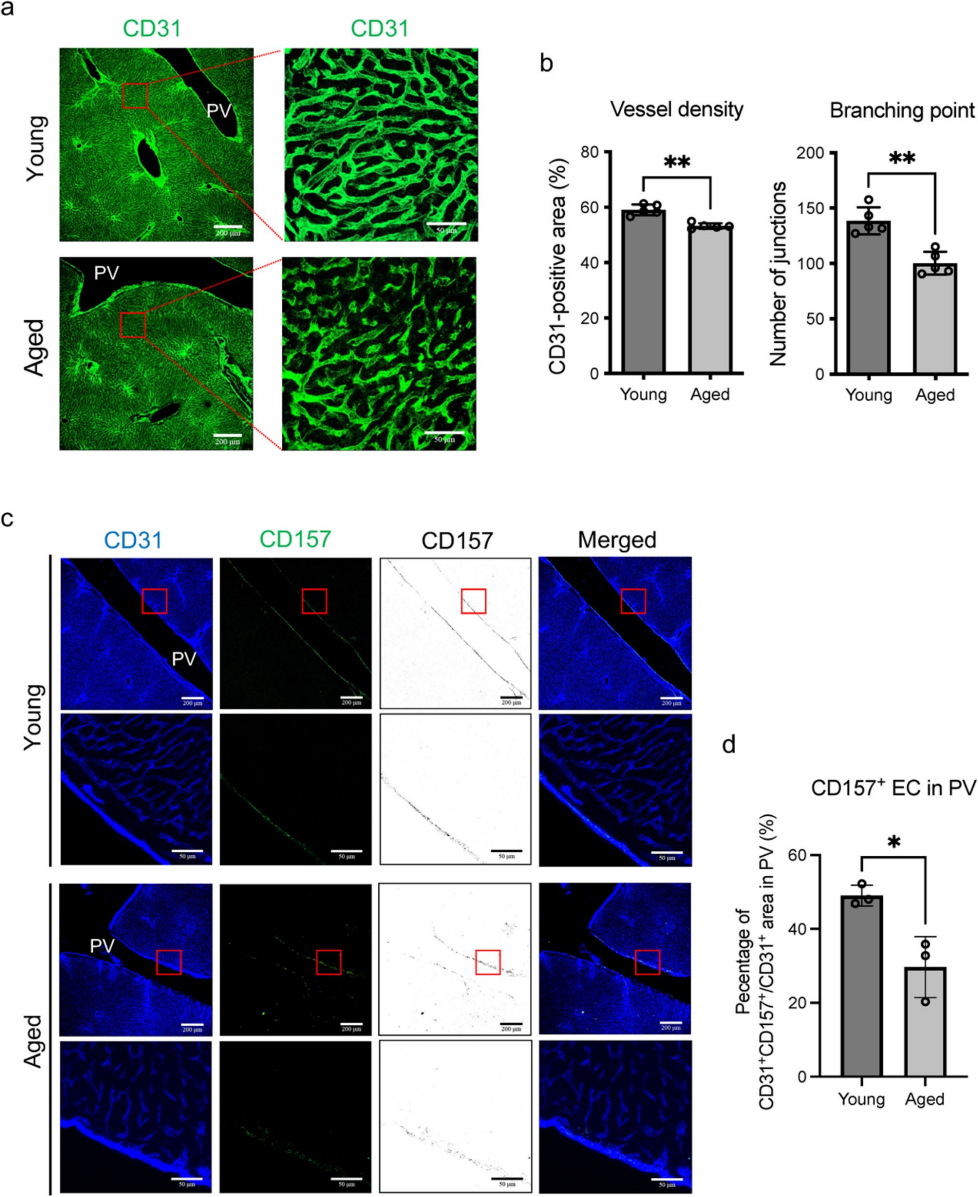
Disorganization of liver sinusoidal vessels coincides with the loss of CD157^+^ ECs in the portal veins with age.** a** Immunohistochemical staining of young (2-3 month-old) and aged (28-month-old) livers with anti-CD31 antibody (green). Higher magnifications of the areas indicated by the red box in the left-hand panels are shown in the right-hand panels. Scale bars represent 200 μm (left) and 50 μm (right), respectively. **b** Quantification of vessel density and branching points of sinusoidal vessels in (**a**). (*n* = 5). **c** Immunofluorescence staining of young and aged livers with anti-CD31 (blue) and anti-CD157 (green, black) antibody. The areas indicated by the red boxes in the first and third panels from the top are magnified in the images below each panel. CD157^+^ ECs predominantly localize to the portal vein (PV) in both young and aged liver. Scale bars denote 200 μm (low magnification) and 50 μm (high magnification). **d** Quantification of CD157^+^ ECs at the PV in (**c**) (*n* = 3). Abundance of CD157^+^ ECs is expressed as the proportion of CD31^+^CD157^+^ areas over the total CD31^+^ areas in the PV. Statistical significance was assessed with two-tailed unpaired Student’s *t* tests in (**b**) and (**d**). *P < 0.05 or **P < 0.01.

### Aging impedes VESC endothelial colony formation in vitro

We next investigated functional changes of VESCs with age. First, we performed colony-forming assays using CD157^+^200^+^ VESCs isolated from young and aged mice and found that VESCs sorted from the liver of aged mice formed less colonies than from young mice (Figs. 3a, b and S2b). The average size of the colonies derived from aged VESCs was also smaller, indicating that the EC-producing ability of individual VESCs is decreased with age. This finding was further confirmed by colony-forming assays using ECs isolated from EGFP mice, which helped us to observe the process of colony formation. We observed colonies at the same place and found that aged VESC-derived colonies grow more slowly. This difference between young and aged VESCs was statistically significant 8 days after seeding (Fig. 3c and d). We additionally analyzed the colony-forming ability of CD157^+^ VESCs from the lung, which was also blunted in aged mice, similar to the liver VESCs (Fig. 3e and f). These results show that the ability of VESCs to generate ECs is disrupted during aging, at least in vitro.

**Fig. 3:**
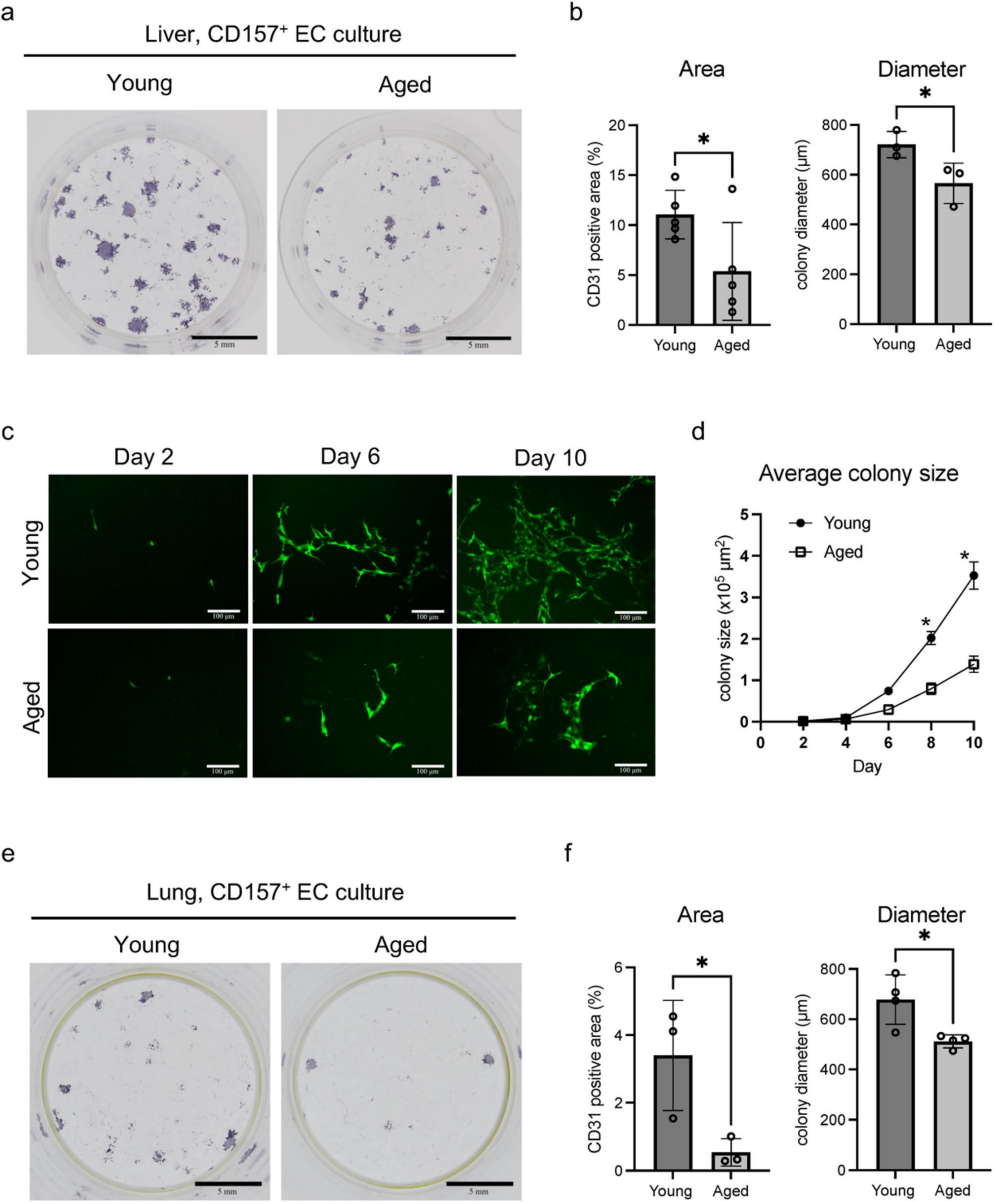
Colony-forming potential of VESCs is impaired with age. **a** Colony formation of liver VESCs on OP9 feeder cells. One thousand CD157^+^CD200^+^ VESCs isolated from young (2–3 month-old) and aged (26 month-old) mouse livers were cultured on OP9 cells for 10 days, followed by immunostaining with anti-CD31 antibody. Scale bars represent 5 mm. **b** Quantification of CD31-positive colony area and average colony diameter in (**a**) (*n* = 5). **c** Time course of colony formation analyzed with EGFP^+^ VESCs. One thousand VESCs isolated from young and aged EGFP mouse liver were cultured on OP9 cells. Fluorescence images of each EGFP^+^ colony were captured at the same position of the culture plate at day 2, 4, 6, 8 and 10 after seeding. Representative images of EGFP^+^ colonies at day 2, 6 and 10 are shown. Scale bars denote 100 μm. **d** Quantification of the average EGFP^+^ colony size at the observed time points in (**c**) (*n* = 3). **e** Colony formation assays of lung VESCs. Five thousand CD157^+^CD200^+^ VESCs isolated from young and aged mouse lung were cultured on OP9 feeder cells for 10 days, followed by immunostaining using anti-CD31 antibody. Scale bars represent 5 mm. **f** Quantification of total colony area and average colony diameter in (**e**) (*n* = 3). Statistical significance was assessed with two-tailed unpaired Student’s *t* tests in (**b**) and (**f**). Two-way ANOVA was used in (**d**). *P < 0.05.

### Aged VESCs expand less efficiently than young VESCs when transplanted into aged but not into young recipients

To evaluate the proliferation of CD157^+^ VESCs and their progeny in vivo, we transplanted liver VESCs isolated from young or aged EGFP mice into young wild-type recipients (2–3 month-old). Four weeks later, livers from recipient mice were processed for FACS analysis to evaluate the total cell counts of engrafted GFP^+^ ECs and the proportion of GFP^+^CD157^+^ VESCs therein (Fig. 4a). We expected an inferior ability of VESCs from aged mice to expand in vivo, but we found no difference in the total number of engrafted ECs as well as the CD157^+^ EC fraction 4 weeks (Fig. 4b and c) and also 12 weeks after transplantation (Fig. S3b–d). No GFP-positive cells were observed in the recipient lung, suggesting that VESCs transplanted into the liver did not home to other organs (Fig. S3a). Next, we transplanted VESCs into aged recipient mice. Four weeks thereafter, the number of engrafted CD157^+^ VESCs derived from aged donors was significantly lower than from young donors (Fig. 4d and e). However, the total cell counts of engrafted ECs isolated from aged recipients was similar for young and aged donors at this time. But 8 weeks after transplantation, the reconstituted vascular area marked by GFP was significantly smaller in mice injected with aged donor-derived ECs (Fig. 4f and g). These findings are consistent with the results of the in vitro colony-forming assays, indicating that the lesser potential of aged VESCs to produce ECs can be ameliorated in an appropriate microenvironment. In contrast, histological analysis showed that both young and aged VESCs differentiated into mature ECs residing in the sinusoidal vessels, portal veins and central veins after transplantation, irrespective of recipient age (Fig. S3e and f). This suggests that the differentiation potential of VESCs was preserved to some extent during aging. Ideally, gene expression analysis using donor-derived ECs isolated from recipient mice would be required to quantitatively assess the impact of aged microenvironments on VESCs in future studies.

**Fig. 4:**
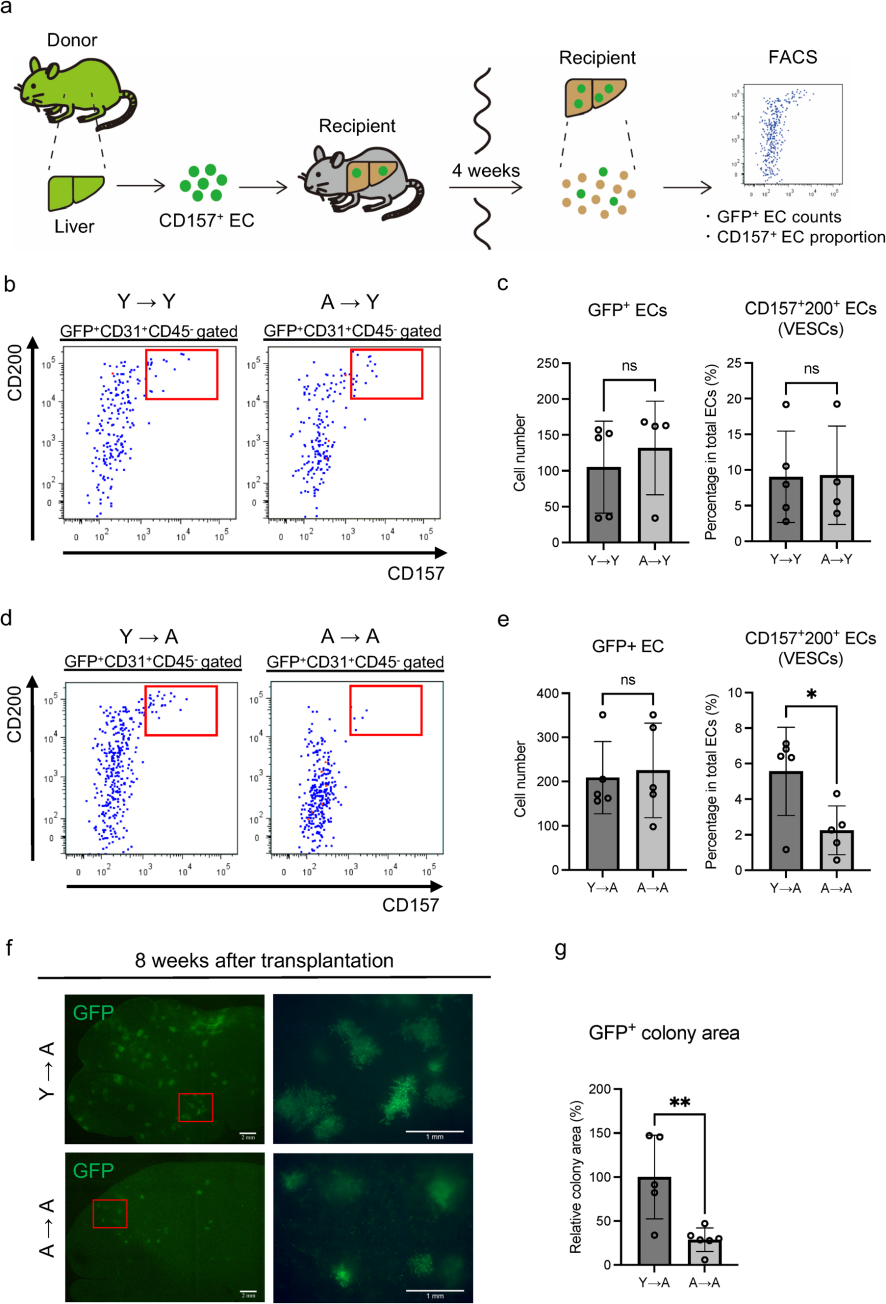
Aged VESCs and their progeny grow less efficiently than young VESCs when transplanted to aged recipients but not to young recipients. **a** Schematic diagram of VESC transplantation assays. CD157^+^CD200^+^ VESCs were isolated from EGFP mouse liver and orthotopically transplanted into recipient wild-type mice. Four weeks after transplantation, recipient livers were analyzed by FACS to evaluate the engraftment of GFP^+^ ECs and the proportions of VESCs among the engrafted cells. **b** Five thousand VESCs were isolated from the liver of young (2-3 month-old) and aged (25-26 month-old) EGFP donor mice, followed by transplantation into young (2-3 month-old) wild-type recipient mice. Representative FACS plots of engrafted ECs (GFP^+^CD31^+^CD45^-^ population) 4 weeks after transplantation are shown. Red boxes denote the VESC population. Y→Y: transplantation from a young donor to a young recipient. A→Y: transplantation from an aged donor to a young recipient. **c** Quantification of total engrafted ECs and the proportion of VESCs therein in (**b**) (*n* = 4 or 5). **d** Five thousand VESCs from young and aged EGFP donor mice were transplanted into aged (24-25 month-old) recipient mice. Representative FACS plots of engrafted ECs are shown. Y→A: transplantation from a young donor to an aged recipient. A→A: transplantation from an aged donor to an aged recipient. **e** Quantification of total engrafted ECs and the proportion of VESCs therein in (**d**) (*n* = 5). **f** Fluorescence stereoscopic images of aged recipient livers 8 weeks after transplantation of young or aged VESCs. Higher magnifications of the areas indicated by the red box in the left-hand panels are shown in the right-hand panels. Scale bars represent 2 mm (left) and 1 mm (right), respectively.  **g** Quantification of the relative colony area in (**f**) (*n* = 5 or 6). Statistical significance was assessed with two-tailed unpaired Student’s *t* tests in (**c**), (**e**) and (**g**). *P < 0.05, **P < 0.01, ns : not significant.

### Aging-induced inflammation is a possible hallmark of the aged liver microenvironment

The results of VESC transplantation assays raised the possibility that the microenvironment in aged mice might contribute to the age-related decline of VESC proliferative potential. Thus, we aimed to identify aging-related transcriptional differences in liver ECs by RNA-seq. 

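Liver ECs were sorted as CD31+CD45− cells from 3 young (10-week-old) and 3 aged mice. The sort selects cells with an endothelial surface protein and is meant to leave out cells with the pan-leukocyte protein CD45. RNA libraries were read as single-end 75-base reads. The methods give the age of the aged mice as 30 months and the legend of Fig. 5 as 29 to 30 months. The sample labels give 127, 131 and 136 weeks, and the aged samples are named here by those weeks. The authors mapped the reads to the mouse genome (mm9) with TopHat and deposited a table of read counts per gene symbol, without normalization, and a table of FPKM values from Cuffnorm. The paper's text does not name the counting program. The total counts were 27650822, 23001556 and 31651817 in young replicates 1, 2 and 3, and 26152840, 26342943 and 25077967 in the 127-, 131- and 136-week samples, so that a gene had to reach 0.0948 to 0.130 CPM (counts scaled to a common library size) to stand at 3 counts. From the counts, 14612 of 24421 genes with a CPM of at least 0.5 in at least 1 sample were normalized with edgeR's TMM factors, which lay between 0.963 and 1.11, and compared with edgeR's quasi-likelihood test. The Benjamini-Hochberg adjusted p of this test is given for single genes unless another test is named. No pair of replicates of the same age was so alike that it could be a library deposited under 2 names (the smallest chi-square per degree of freedom between the counts of such a pair was 20.2). The share of counts on Lars2 and Rn45s, 2 gene symbols that collect ribosomal RNA reads, split the libraries across age. It was 1.29% in young replicate 3 and 0.960% in the 127-week sample, and between 4.68% and 5.53% in the other 4 samples. Differences within these library clusters are therefore given beside the pooled ones. With 3 mice against 3, an exact permutation test of a single value cannot give a p below 0.1.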

Principal component analysis (PCA) and t-distributed stochastic neighbor embedding (t-SNE) plots illustrate global differences between transcriptomes from young and aged liver ECs (Fig. 5a). 

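In a principal component analysis of log2(CPM + 1) over the 14612 genes, the first component held 45.0% of the variance, the second 26.1% and the third 12.6%. On the first component the young samples lay at -22.0, -19.4 and -33.5, and the 127-, 131- and 136-week samples at 14.9, -5.75 and 65.8. The 2 ages did not overlap, which gave the smallest p that 3 mice against 3 allow (two-sided exact permutation test, p = 0.1). The aged mice were spread more widely (SD 36.8, n = 3) than the young mice (SD 7.49, n = 3), mainly through the 136-week sample. When that sample was left out, the first component held 42.9% of the variance and the ages overlapped on it (two-sided exact permutation test, p = 0.4), while the second, with 27.9%, held them apart (two-sided exact permutation test, p = 0.1, the smallest that 3 mice against 2 allow). With all 6 samples the second component placed young replicate 3 and the 127-week sample, the pair with few Lars2 and Rn45s counts, at 34.0 and 34.0 and the other 4 samples between -31.5 and -7.21. The mean of the aged samples on the first component lay 49.9 above that of the young samples, and 50.7 and 48.4 above it within the library clusters with many and with few such counts. Taking FPKM values in place of counts moved the share of the first component most, to 35.8%. The t-SNE plot was not recomputed here.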

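The gene weights on the first principal component were compared between Reactome pathways with camera's preranked test, a comparison chosen after seeing the data. Of 875 pathways, 32 passed an adjusted p of 0.05 towards the aged side and 0 towards the young side. The strongest was chemokine receptors binding chemokines (38 genes, adjusted p = 1.49e-16), followed by PD-1 signaling (15 genes, adjusted p = 3.22e-11) and translocation of ZAP-70 to the immunological synapse (11 genes, adjusted p = 1.57e-10). These p-values are across genes, which are not independent replicates. The last 2 pathways hold T cell receptor components and the MHC class II genes H2-Aa, H2-Ab1, H2-Eb1 and H2-Eb2. The leukocyte gene Ptprc, which encodes CD45, had a CPM between 1.17 and 1.704 in the young samples and of 7.57, 1.28 and 25.6 in the 127-, 131- and 136-week samples.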

Primary component-1 (PC-1) mainly contributed to the age difference, and was enriched for genes related to the immune response (Fig. S4a). 

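The adhesion molecule genes Selp (chromosome 1, 166045395 to 166080157 of mm9) and Sele (chromosome 1, 165978365 to 165987808) lie close together and rose in all 3 aged samples. Selp had a CPM of 312 ± 25.8 in young and 804 ± 33.0 in aged ECs (SD, n = 3 each), a log2 fold change of 1.37 (standard error 0.15, adjusted p = 0.0861). Sele had a CPM of 57.7 ± 23.4 in young and 348 ± 85.5 in aged ECs (SD, n = 3 each), a log2 fold change of 2.59 (standard error 0.33, adjusted p = 0.137). Across a list of 10 endothelial adhesion genes written before the data were examined, 7 were higher and 3 lower in aged ECs. The median log2 fold change was 0.89 (camera, adjusted p = 4.41e-09). This test was added to those fixed beforehand and adjusted alone, so its adjusted p equals its unadjusted p. Of these 10, 5, Selp and Sele included, are among the genes that the paper lists in Supplementary Tables 2 and 3 from the same samples. Of the other 5, 2 were higher, with a median of -0.088 (camera, adjusted p = 0.778), a comparison chosen after seeing the data. Icam1 and Vcam1 had log2 fold changes of 1.56 and 1.21 (adjusted p = 0.193 for both). The paper names Cd74 (chromosome 18, 60963502 to 60972300) and H2-Aa (chromosome 17, 34406276 to 34424772) as MHC class II molecules. Their log2 fold changes were 2.95 (standard error 0.57) and 2.65 (standard error 0.50), with the same adjusted p of 0.193. Each aged sample exceeded each young sample for these 6 genes, although none reached an adjusted p of 0.05 in edgeR. Cd74 and H2-Aa are also in Supplementary Tables 2 and 3. For them, and for Selp and Sele, the lack of overlap is therefore no independent result. With DESeq2's Wald test the adjusted p was 4.10e-19 for Selp, 9.87e-12 for Sele, 2.49e-06 for Cd74 and 5.15e-06 for H2-Aa, the lowest of all alternatives run, over which it reached 0.625 for each. Within the library cluster with many Lars2 and Rn45s counts the log2 difference was 1.39 for Selp and 2.82 for Cd74, and within the other cluster it was 1.31 and 2.31. The 280 genes with a log2 fold change above 1 and an unadjusted p below 0.05 on log2 FPKM were also compared, after seeing the data, with Reactome pathways, against the 12848 genes that could have entered that list (hypergeometric test). 3 of 816 pathways passed an adjusted p of 0.05, namely cytokine signaling in the immune system (15 of 192 genes, adjusted p = 0.0142), interferon gamma signaling (9 of 75 genes, adjusted p = 0.0142) and MHC class II antigen presentation (8 of 71 genes, adjusted p = 0.0406).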

Gene ontology (GO) analysis of differentially expressed genes revealed that upregulated genes in aged liver ECs relate to the inflammatory response, including cell adhesion molecules, immunity, and several cytokines such as interferon-gamma (IFN-γ) and interleukin-1 (IL-1) (Figs. 5b, c and S4b). Gene set enrichment analysis also indicated the upregulation of inflammatory genes in aged liver ECs (Fig. S5). 

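Gene sets were tested with camera on the edgeR fit, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over the 7 sets chosen before the data were examined. The 11 genes of the MHC class II set, Cd74 and Ciita included, were all higher in aged ECs. Their median log2 fold change was 2.54 (camera, adjusted p = 1.56e-16). Of 100 genes read from the leukocyte migration heatmap of Fig. S5b, 72 were higher, with a median log2 fold change of 0.37 (adjusted p = 1.36e-05), and of 50 genes read from its chemokine heatmap, 36 were higher, with a median log2 fold change of 0.42 (adjusted p = 1.17e-04). The heatmap lists share 18 of these genes and were selected by the paper on the same samples. Without the 7 migration and 2 chemokine genes of Supplementary Tables 2 and 3, a setting chosen after seeing the data, the medians were 0.35 over 93 genes and 0.41 over 48 (camera, adjusted p = 0.00174 for both). Of the MHC class II genes, 8 are in those tables. The other 3, H2-Eb2, H2-Oa and Ciita, were all higher, with a median log2 fold change of 2.41 (camera, adjusted p = 0.00968). Their ages overlapped, and H2-Eb2 had a CPM of 0 in all 3 young samples and in the 127-week sample. The alternative that moved these results most was a correlation estimated from the data, under which the adjusted p from camera was 0.0719 for the MHC class II genes and 0.190 for both heatmap lists. Over the 17 alternatives the adjusted p ran from 9.42e-25 to 0.0719 for the MHC class II genes, from 8.43e-07 to 0.190 for the migration genes and from 1.89e-05 to 0.190 for the chemokine genes. The 136-week sample had the highest value of the 6 samples for 49 of the 100 migration genes and 28 of the 50 chemokine genes. Against the young mean, the migration median of the 131-week sample was 0.072, next to 0.070 in young replicate 1, on the log2(CPM + 1) scale. Within the library clusters the median difference was 2.04 and 1.57 for the MHC class II genes, 0.28 and 0.21 for the migration genes, and 0.43 and 0.24 for the chemokine genes, on the log2(CPM + 1) scale. With the mean of pan-leukocyte markers as a second term in the fit, a setting chosen after seeing the data, the medians were 1.67, 0.12 and 0.19.

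**Figure D1:**
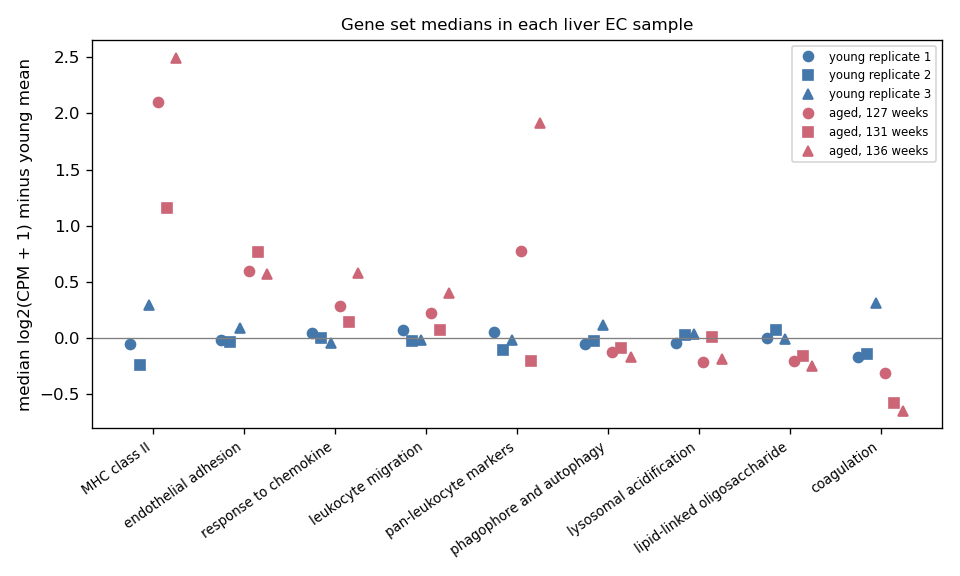
Median log2(CPM + 1) of each gene set in each of the 6 samples, as the difference from the mean of the young samples, with 1 point per sample. The MHC class II genes of the 127-, 131- and 136-week samples sit at 2.11, 1.16 and 2.497, and their pan-leukocyte markers at 0.77, -0.20 and 1.91.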

Several secretory proteins such as *Hgf* and *Serpina1* as well as blood coagulation factors including *Plg* and *C9* were down-regulated in aged liver ECs (Fig. 5b and c). 

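Hgf (chromosome 5, 16059368 to 16125257 of mm9) had a CPM of 51.4 ± 7.44 in young and 10.1 ± 3.36 in aged ECs (SD, n = 3 each), a log2 fold change of -2.35 (standard error 0.28, adjusted p = 0.135). The 5 genes Serpina1a to Serpina1e, a cluster on chromosome 12, had log2 fold changes between -2.16 for Serpina1e and -1.13 for Serpina1b, with adjusted p between 0.177 and 0.256. Between 19.9% and 64.7% of the 75-base stretches of their transcripts also occur in another Serpina1 gene, so the split of counts among the 5 is uncertain. Plg (chromosome 17, 12571475 to 12612250) had a CPM of 5.57 ± 2.70 in young and 1.85 ± 0.467 in aged ECs (SD, n = 3 each), a log2 fold change of -1.59 (standard error 0.44, adjusted p = 0.256), and C9 (chromosome 15, 6395327 to 6448744) a CPM of 1.52 ± 0.293 in young and 0.386 ± 0.0870 in aged ECs (SD, n = 3 each), a log2 fold change of -1.96 (standard error 0.51, adjusted p = 0.250). All 8 genes were lower in each aged than in each young sample. All 8 are also in Supplementary Tables 2 and 3, selected on these same samples, so the lack of overlap is no independent result. With each mouse left out in turn, the log2 fold change stayed between -2.56 and -2.10 for Hgf and between -1.85 and -1.13 for Plg. With DESeq2's Wald test the adjusted p was 5.41e-11 for Hgf, 0.0248 for Plg and 0.0231 for C9, the lowest of all alternatives run, over which it reached 0.625, 0.701 and 0.640. In the library clusters with many and with few Lars2 and Rn45s counts the log2 difference was -1.998 and -2.85 for Hgf and -0.86 and -1.69 for Plg. Over a list of 23 coagulation genes, 19 were lower in aged ECs, with a median log2 fold change of -0.80 (adjusted p = 3.71e-07) from camera. Without the 6 of them in Supplementary Tables 2 and 3, which was chosen after seeing the data, the median was -0.79 (adjusted p = 2.98e-04). Of the 86 genes lower by an unadjusted p on log2 FPKM, enough fell into 4 of 816 Reactome pathways to pass an adjusted p of 0.05 (hypergeometric test, chosen after seeing the data), namely platelet degranulation (8 of 77 genes, adjusted p = 2.81e-05), response to elevated platelet cytosolic calcium (8 of 82 genes, adjusted p = 2.81e-05), platelet activation, signaling and aggregation (9 of 163 genes, adjusted p = 3.70e-04) and hemostasis (11 of 334 genes, adjusted p = 0.00272). The hepatocyte gene Alb, which is outside Supplementary Tables 2 and 3, had a CPM of 58.1 ± 17.2 in young and 41.5 ± 4.62 in aged ECs (SD, n = 3 each), a log2 fold change of -0.48 (standard error 0.23, adjusted p = 0.449), and 38 of 42 hepatocyte markers outside those tables were lower, with a median log2 fold change of -0.80. Of these markers 5 are also in the coagulation list, and the other 37 had a median of -0.76. Of the coagulation genes with a higher CPM than Alb, F8 had a CPM of 1406 ± 229 in young and 811 ± 241 in aged ECs and Pros1 one of 1102 ± 121 in young and 719 ± 85.6 in aged ECs (SD, n = 3 each). The other 3, Tfpi, Thbd and Vwf, had log2 fold changes of -0.98, -0.11 and 0.046 (adjusted p = 0.235, 0.918 and 0.972).

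**Figure D2:**
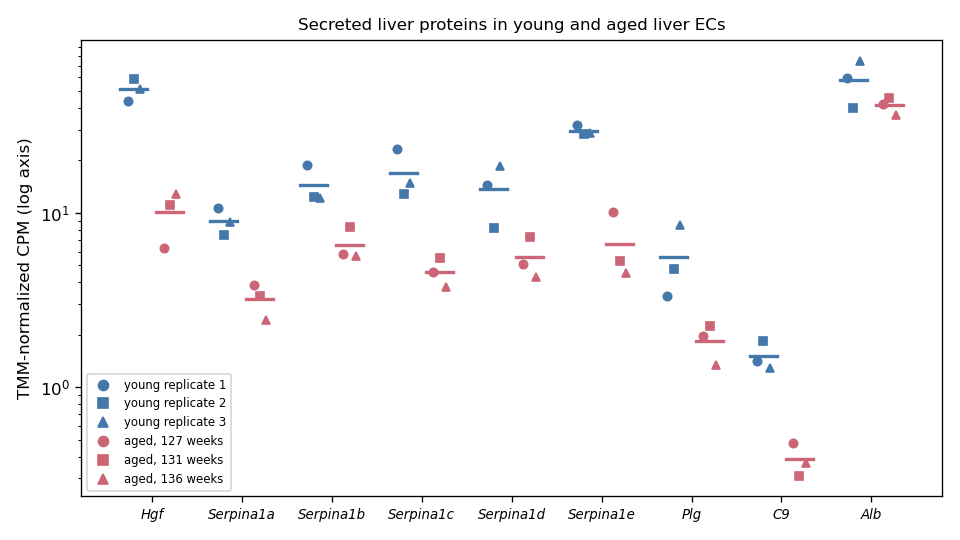
TMM-normalized CPM of 8 secreted liver protein genes and of Alb in each sample, on a log axis, with a horizontal line at the mean of each age (n = 3). The aged samples of Hgf have a mean of 10.1 and the young samples a mean of 51.4, and the values of Alb overlap between the ages.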

We next investigated the expression of inflammatory genes in CD157^+^ ECs and CD157^−^ ECs by quantitative PCR (qPCR). Results showed that relative to their young counterparts, MHC class II molecules, *Cd74* and *H2-Aa*, which are induced by inflammation in response to IFN-γ [23], were significantly upregulated in aged CD157^+^ ECs but not in aged CD157^−^ ECs. Expression of mRNA for cell adhesion molecules *Sele* and *Selp*, which are downstream target genes of NF-κB upregulated by inflammation [24, 25], was increased both in CD157^+^ and CD157^−^ ECs with age (Fig. 5d). These data suggest that activation of inflammatory signals is a major transcriptional change with age in liver ECs including VESCs. 

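Over all 14612 genes, 2622 (17.9%) had aged values entirely above or below the young values, where chance gives 10% for 3 mice against 3. Of the 967 genes with an unadjusted p below 0.05 and a log2 fold change beyond 1, 82.0% were higher in aged ECs. Of the 6 fits that each left out a mouse, that without the 136-week sample gave fewest such genes (393 higher and 131 lower). The fit without the 131-week sample gave most (1123 and 285). When young replicates 1 and 2 and the 131-week sample were set against the other 3 samples, 2978 genes did not overlap and 653 had such a p and fold change. From the rise of inflammatory genes among the aged liver ECs by RNA-seq, together with quantitative PCR in CD157+ and CD157− ECs that was not analysed here, the paper proposes that the activation of inflammatory signals is a main transcriptional change of liver ECs with age, VESCs among them.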

Immunohistochemical staining showed that CD45^+^ immune cells are more abundant in aged liver than young liver in both sinusoidal and periportal regions (Fig. 5e and f). The Tabula Muris Consortium performed scRNA-seq on 23 organs and tissues across the lifetime of *Mus Musculus* [26, 27]. This shows strong enrichment of genes related to immune response pathways in aged mice across organs including the liver. We analyzed young (3-month-old) and aged (24-month-old) liver data from Tabula Muris Senis (Fig. S6a and b) and found that several types of immune cells increased with age while sinusoidal ECs decreased (Fig. S6c). *Bst1*-positive VESCs were not detected in this analysis probably because of the difference in the cell isolation protocol. Kupffer cells increased from 6.43% of total cells to 11.39% with age. *Cd68*-positive myeloid leukocytes (monocyte/macrophage lineage) rose from 2.33 to 12.24% and *Cd3d*-positive T cells (including mature NKT cells, CD8 T^+^ cells, CD4^+^ T cells and other T cells) increased from 4.65 to 17.3% as well (Fig. S6c and d). Gene expression analysis revealed that *Ccl4* and *Ccl5* were upregulated in *Cd3d*-positive T cells with age. *Ccl9* and *Il1b* were increased in aged Kupffer cells and *Cd68*-positive myeloid leukocytes (Fig. S6e and f). Although *Ifng* and *Tnf* were rarely expressed in immune cells in the liver, we cannot exclude the possibility that these cytokines were produced in the intestine and transported to the liver, as shown in an earlier study [22]. Another scRNA-seq study focusing on liver EC subtypes identified an inflammatory EC subtype specific for aged mice [28]. Our data are in line with these previous findings and further show that inflammatory responses are still activated at older age (up to 30 months) and possibly affect the VESC population. It has been reported that aging-induced inflammation impairs stem cell functions such as self-renewal and differentiation in several types of tissue-resident stem cells [29–31]. Thus, we propose that the inflammatory microenvironment of the aged liver might contribute to the retarded growth of VESCs in vivo.

**Fig. 5:**
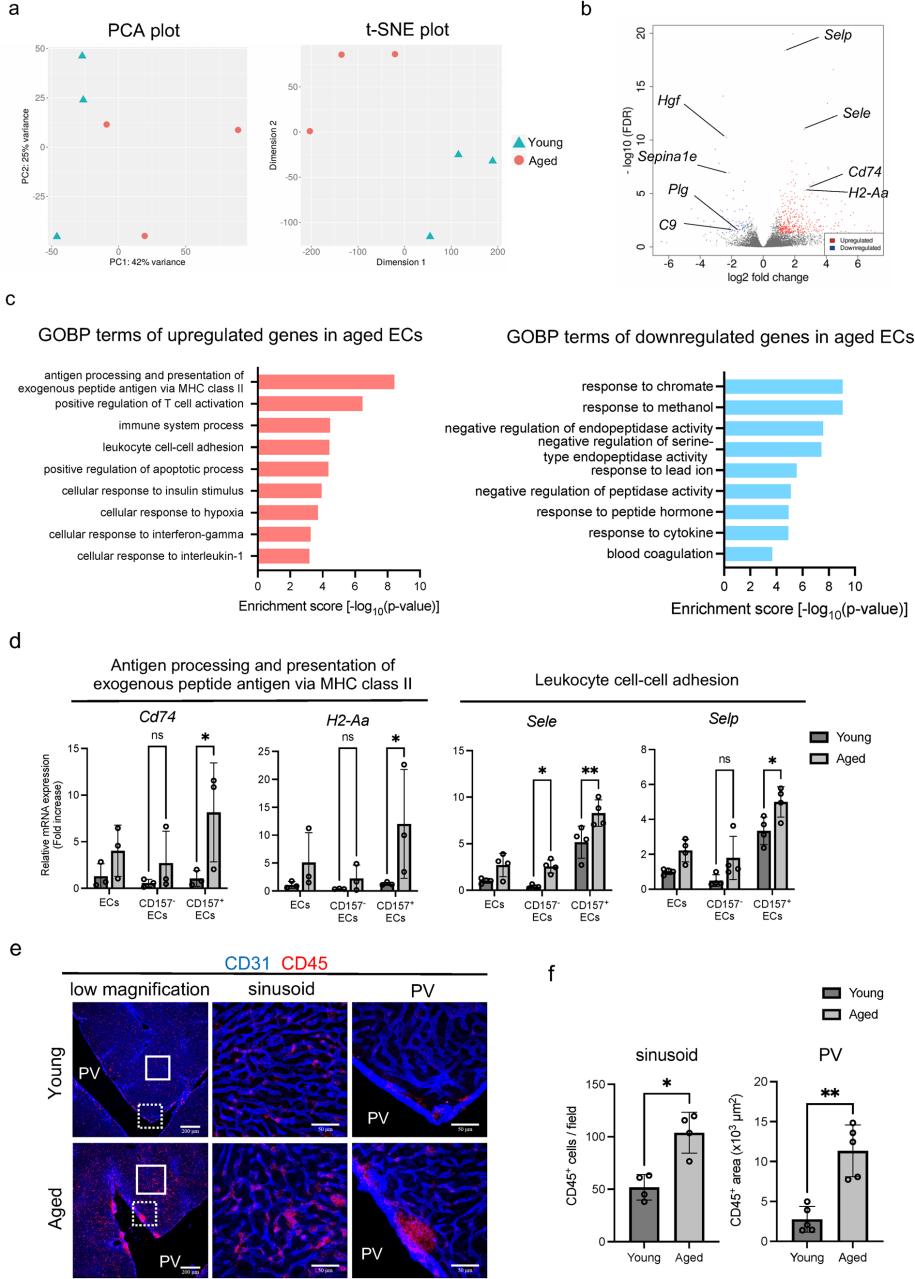
Inflammatory signaling is activated in aged ECs including VESCs. **a** Principal component analysis (PCA) and t-distributed stochastic neighbor embedding (t-SNE) plots of RNA-seq data using liver ECs (CD31^+^CD45^−^) isolated from young (10-week-old) and aged (29–30-month-old) mice. **b** Volcano plot of genes differentially expressed between young and aged liver ECs. Genes significantly up- or down-regulated (*q*-value < 0.05, log2FC > 1 or log2FC < -1) in aged liver ECs are colored in red or blue, respectively. **c** Gene Ontology (GO) analysis of up- or down-regulated genes in aged liver ECs compared to young ECs. Enrichment scores [-log_10_(p-value)] of the top nine GO biological process (GOBP) terms are shown (*n* = 3). **d** Relative mRNA levels of inflammation-induced genes in CD157^+^ and CD157^−^ liver ECs of young (3-month-old) and aged (25–27 month-old) mice quantified by qPCR. *Cd74* and *H2-Aa* belong to the GO term “antigen processing and presentation of exogenous peptide via MHC class II” and *Sele* and *Selp* to the GO term “leukocyte cell-cell adhesion”. Statistical significance was assessed with two-way ANOVA followed by Sidak’s post hoc testing. (*n* = 3 or 4) **e** Immunohistochemical staining of young and aged liver with anti-CD31 and anti-CD45 antibodies. Left-hand panels show low magnification views. Magnified views of sinusoidal and portal vein regions (surrounded by solid and dotted lines in the left panels, respectively) are shown in the middle and right-hand panels, respectively. Scale bars represent 200 μm on the left and 50 μm in the middle and on the right. **f** Quantification of CD45^+^ cells in the sinusoidal and portal vein area in (**e**) (*n* = 4 and 5, respectively). Statistical significance was assessed with two-tailed unpaired Student’s *t* test *P < 0.05, **P < 0.01, *ns*  not significant

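In the counts, the threshold of an adjusted p below 0.05 and a log2 fold change beyond 1 was passed by 0 genes higher and 0 genes lower in aged ECs with edgeR's quasi-likelihood test (smallest adjusted p 0.0735), while 793 genes higher and 174 genes lower had an unadjusted p below 0.05. At that adjusted threshold the alternative that moved the counts most was DESeq2's Wald test, which called 395 genes higher and 77 lower. Another alternative was worked out, before the counts and FPKM values were examined, from the p-values printed in Supplementary Tables 2 and 3. It takes an unadjusted p below 0.05 from an equal-variance comparison of log2 FPKM, over the 12848 genes with an FPKM of at least 0.1 in all 6 samples, and gave 280 genes higher and 86 lower. These were all of the 280 and 86 genes that the paper lists in those tables, whose sheets state a threshold on the p-value. After Benjamini-Hochberg adjustment 0 genes passed 0.05 (smallest adjusted p 0.157). Of the genes DESeq2 called, 220 of those higher and 55 of those lower are in these tables.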

## Discussion

In the present study, we found that there are fewer tissue-resident VESCs as well as sinusoidal ECs in the liver of older than younger mice. In vitro culture experiments revealed that the ability of VESCs from the mouse liver and lung to generate ECs is impaired with age. Orthotopic transplantation showed that aged liver VESCs and their progeny expand less efficiently than their young counterparts when transplanted into aged mice, but are equally functional in young mice. We investigated gene expression profiles by RNA-seq and qPCR, and found that the expression of inflammation-related genes including several cell adhesion molecules was enriched in aged liver ECs including VESCs. scRNA-seq analysis using the Tabula Muris Senis data revealed that immune cells, especially T cells and monocyte/macrophage lineage cells, were enriched in the aged liver. These cells produced several chemokines and IL-1b, and thus might contribute to age-associated inflammation in the liver.

Such aging-associated inflammation, so-called inflammaging, is reported to be detrimental to several types of tissue-resident stem cells including hair follicle stem cells [29], hematopoietic stem cells [30] and neural stem cells [31]. In the present study, RNA-seq and qPCR analysis showed that inflammation markedly contributes to the age-associated transcriptional changes in liver ECs including VESCs (Fig. 5a–d). We also confirmed the enrichment of inflammatory cells in the aged liver (Figs. 5e, f and S6). These findings indicate that the activation of inflammatory signals is a primary signature of aged VESCs. However, data illustrating how inflammation affects VESCs mechanistically is lacking in the present study. This limitation arises because aged mice do not survive well after monoclotalin treatment and irradiation; hence, we were unable to obtain sufficient mice to analyze. Although previous studies showed that age-associated inflammation dysregulates stemness of several types of stem cells, at this time, it remains speculative as to whether inflammation is actually the cause of the proliferative deficit of VESCs. Further investigations are needed to elucidate causal relationships.

It has been reported that there is a sex-dimorphism in the aging of the immune systems, especially in B cells and monocytes [32]. As only female mice were employed in the present study, comparison of male and female mice is required to investigate differences between the sexes with age. Because inflammatory signals are more highly activated and monocytes are relatively abundant in aged men compared to women [32], male mice might be more susceptible to the aging of VESCs.

In addition, genes associated with phagosome formation, membrane trafficking and lysosomal acidification were enriched in young liver ECs (Fig. S5a). These biological processes contribute to protein homeostasis. 

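In place of the gene lists behind Fig. S5a, which the paper does not print, lists written before the data were examined were tested with camera. Of 20 subunits and accessory proteins of the vacuolar proton pump, which acidifies lysosomes, 17 were lower in aged ECs, with a median log2 fold change of -0.14 (adjusted p = 0.0171). Of 31 genes of phagophore assembly and autophagy, 24 were lower, with a median log2 fold change of -0.12 (adjusted p = 0.0170). Of 23 genes that build lipid-linked oligosaccharides, 22 were lower, with a median log2 fold change of -0.21 (adjusted p = 0.00110). In the 131-week sample the proton pump median was 0.006 against the young mean, so the fall was in 2 of 3 aged samples. Among these lists, 4 of the 20, 8 of the 31 and 9 of the 23 genes had aged and young values that did not overlap, where chance gives 10% and 17.9% of all genes tested did not. Against 10000 random lists matched on mean expression, the adjusted p was 0.163 for both the proton pump and the autophagy genes and 0.00532 for the oligosaccharide genes. Over all alternatives run the adjusted p reached 0.275, 0.233 and 0.0867 for the 3 lists. Within the library clusters the medians were -0.16 and -0.17 for the proton pump, -0.059 and -0.19 for autophagy and -0.19 and -0.20 for the oligosaccharide genes.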

Because loss of protein homeostasis is regarded as a primary hallmark of aging and contributes to stem cell aging[16, 33], relative down regulation of these genes in aged ECs might also contribute to the proliferative deficits of VESCs.

Our data suggested that the ability of VESCs to generate ECs is impaired with age. However, we also showed that this impairment is reversible because generation of ECs by VESCs from aged or young mice was similar in a young microenvironment. This might be because of alterations in cell-extrinsic factors such as the stem cell niche and circulating factors [34]. Rejuvenation of aged stem cells on transplantation into a young microenvironment or by means of heterochronic blood exchange has been previously reported [35, 36]. Identification of the putative rejuvenating factors for VESCs could pave the way to establish a new strategy for anti-aging therapy, and needs further investigation.

Because the number of VESCs decreases with age, only 4,000–5,000 VESCs were available from liver of each aged mouse (Fig. 1b). To overcome the problem of the low number of VESCs in old mice, we needed to pool them from several mice. However, the viability of ECs worsened when a large amount of liver was simultaneously treated. Therefore, the availability of aged VESCs was a major technical limitation for the current study especially in the transplantation assays. If and when it becomes possible to prepare single-cell suspensions more quickly in the future, serial transplantation analysis to evaluate the long-term repopulating potential and differentiation of vascular ECs into different types such as arterial, venous and sinusoidal ECs after transplantation will be performed.

Although mice with grossly visible lesions were excluded from this study, pathological assessments were not performed. Because the aged mice used here are very old (> 24 months), it should be noted that some pathological changes might have affected the experimental outcome. Additional experiments with pathological assessments or using younger mice (18–20 months) are required to further confirm the conclusions in the present study.

The loss of VESCs with age seems to coincide with the decline of the whole EC population and the vascular density in the liver, but causal relationships remain to be elucidated. In addition, it will be desirable to evaluate the contribution of tissue-resident VESCs to regeneration and physiological turnover of organ vasculature in situ (without transplantation). Further studies using CD157-CreERT mice, such as Cre-inducible diphtheria toxin receptor (iDTR) transgenic animals and CD157-lineage tracing mice are required to answer those questions. It is also important to determine how VESC aging affects the whole vasculature and organ homeostasis. Such future work might establish a new strategy of anti-aging therapies targeting VESCs.

## Materials and methods

### Mice

C57BL/6J and C57BL/6-Tg (CAG-EGFP) female mice were purchased from Japan SLC (Shizuoka, Japan) and CLEA Japan (Tokyo, Japan). Young mice were 2–3 months-old, whereas those older than 24 months were regarded as aged. Mice with grossly visible tumors, hepatomegaly or splenomegaly were excluded from the study. Some but not all mice were assessed for body weight, liver weight, lung weight and serum ALT levels before the experiments began. For the quantification of serum ALT levels, blood was sampled from the heart and centrifuged to separate serum for ALT measurements using an ALT assay kit (#700,260, Cayman Chemical, Ann Arbor, Michigan) and a microplate reader (PowerScanHT; DS Pharma Biomedical, Osaka, Japan). All experiments were carried out following the guidelines of Osaka University Committee for animal and recombinant DNA experiments. Mice were handled and maintained according to the Osaka University guidelines for animal experimentation.

### EC isolation and cell counting by flow cytometry

Isolation of ECs from murine liver and lung was performed as previously described [37]. Briefly, the organs were chopped up with scissors. Tissue fragments were then digested with several enzymes including dispase (#17105-041, Gibco, Waltham, MA) and collagenases (#034-22363, Wako, Osaka, Japan and #LS004176, Worthington Industries, Columbus, Ohio) followed by mechanical dissociation using a bioshaker (#BR-22FH, Taitec, Saitama, Japan) to prepare single-cell suspensions. Cells were labeled with fluorescent antibodies and ECs were isolated by FACS. Fluorescent antibodies used were as follows: Purified rat anti-mouse CD16/CD32 (#553,142, BD Biosciences, Franklin Lakes, NJ), Brilliant Violet 421 rat anti-mouse CD31 (#102,423, Biolegend, San Diego, CA), FITC rat anti-mouse CD31 (#11-0451-85, Thermo Fisher Scientific, Waltham, MA), APC-Cy7 anti-mouse CD45 (#103,116, BioLegend), APC anti-mouse CD157 (#140,208, BioLegend), PE rat anti-mouse CD200 (#123,808, BioLegend). Propidium Iodide (PI) (#P4170-10MG, Sigma-Aldrich, St. Louis, MO) was used to exclude dead cells. The gating strategy for the isolation of VESCs was as described previously [37]. Cell populations were selected based on forward scatter area (FSC-A) and side scatter area (FSC-A), and cell doublets were excluded using forward scatter width (FSC-W) and side scatter width (SSC-W). PI-negative cells were analyzed for CD31 and CD45 expression. Finally, CD31^+^CD45^−^ ECs were divided into three fractions based on their expression of CD157 and CD200 antigens (CD157^+^CD200^+^, CD157^−^CD200^+^ and CD157^−^CD200^−^). Fluorescence minus one (FMO) controls were used to set the gates. We ran the samples at a low event rate (< 3,000 events/s) and used purity sorting mode (yield mask 32, purity mask 32, phase mask 0) to isolate ECs. In this setting, the sorting efficiency was usually 80–90% and the purity of sorted cells > 98%. Sorting efficiency was checked by counting the number of sorted cells with a cell counter (#WC2-100, Waken, Kyoto, Japan) for each experiment. Actual cell counts of sorted cells were calculated considering the sorting efficiency. In Fig. 1, the number of ECs counted by analyzing the whole cell suspension prepared from one liver by flow cytometry is illustrated.

### In vitro culture of CD157-positive VESCs

One day before the isolation of primary murine VESCs by FACS, OP9 feeder cells (#RCB1124, RIKEN cell bank, Ibaraki, Japan) were seeded into a 24-well plate at a concentration of 2.0 × 10^4^ cells/well. On the day of seeding the VESCs, the OP9 cells were almost confluent. CD157^+^ VESCs were sorted as described above and then seeded onto OP9 cells in the 24-well plates (1,000 cells/well for liver VESCs, 5,000 cells/well for lung VESCs). Cells were cultured in RPMI medium (#R8758-500ML, Sigma-Aldrich) supplemented with 10% fetal bovine serum (FBS) (#172012-500ML, Sigma-Aldrich) and 0.1% 2-mercaptoethanol (#21,985,023, Gibco). Cell culture plates were maintained under 5% CO_2_ in humidified air at 37℃. Ten ng/mL of VEGF165 (#100–20, PeproTech, Cranbury, NJ) was added to the culture medium every 3 days. Ten days after seeding, cells were fixed with 4% PFA in phosphate-buffered saline (PBS) for immunostaining. In Fig. 3c, VESCs were isolated from EGFP mice to visualize the process of the colony formation. EGFP fluorescence was observed every other day at the same position in the culture plate using a fluorescence microscope (Leica Microsystems, Wetzlar, Germany).

### Immunostaining of cultured ECs

After PFA fixation, immunostaining with rat anti-mouse CD31 antibody (#553370, BD Biosciences) was performed as previously described [38]. After the primary antibody, cells were incubated with biotin-conjugated anti-rat IgG antibody (Dako, Santa Clara, CA). Then avidin-biotin complexes were formed employing VECTASTAIN Elite ABC-HRP Kits (#PK-6100, Vector Laboratories, Newark, CA). Finally, EC colonies were visualized with 3,3’-diaminobenzidine (DAB) and nickel chloride (NiCl_2_). Images were captured with a Canon EOS kiss X7. Areas and diameters of EC colonies were quantified with Fiji software [39].

### Immunohistochemical staining

Tissue preparation and staining was as previously described [40]. Briefly, fixed liver specimens were embedded in OCT compound (Sakura Finetek, Torrance, CA) and frozen at -80℃. Frozen specimens were then sectioned at 40 μm thickness and washed with 0.1% Tween 20 in PBS (PBS-T). They were then incubated with blocking buffer (2% skimmed milk in PBS-T) for 1 h at room temperature. Primary antibodies were diluted with the blocking buffer at 1:200–1:400. Antibody was left on the sections overnight at 4℃. Primary antibodies used were as follows: rat anti-mouse CD31 (#553,370, BD), Armenian hamster anti-mouse CD31 (#MAB1398Z, Merck Millipore, Burlington, MA), rat anti-mouse CD157 PE (#140,204, Biolegend), rat anti-mouse CD45 PE (#12-0451-83, Biolegend). For primary antibodies that were not directly conjugated, sections were sequentially incubated with fluorophore-conjugated secondary antibodies diluted with the blocking buffer at 1:500 for 3 h at 4℃ on the next day. Second antibodies used were as follows: Alexa Fluor 488-conjugated goat anti-rat IgG (#A11006, Thermo Fisher), Alexa Fluor 647-conjugated goat anti-Armenian hamster IgG (#127-605-160, Jackson ImmunoResearch, West Grove, PA). Finally, sections were mounted with fluorescent mounting media (#S3023, Dako) and imaged using a Leica TCS SP5 confocal microscope. Images were processed with the Leica application suite (Leica Microsystems), and Adobe Photoshop CC software (Adobe Systems, San Jose, CA). For quantitative measurements of vascular area as well as CD157- and CD45-positive cells, the left lobe of the liver was sectioned at the middle. Sections were assessed at 20 μm thickness and > 3 images were acquired at periportal sinusoids or portal veins from each section. Vascular density was quantified using Angiotool software [41] for Fig. 2b. CD157- and CD45-positive areas were quantified with Fiji software [39] for Figs. 2d and 5f.

### VESC transplantation assay

Transplantation experiments were performed as described previously [14]. A genotoxic pyrrolizidine alkaloid, monocrotaline (MCT) (#C2401, Sigma-Aldrich) was administered to the recipient mice at 500 mg/kg intraperitoneally 48–72 h before transplantation. On the day of transplantation, recipient mice additionally underwent whole body irradiation with a single dose of 6 Gy. Liver VESCs were isolated as described above from young (2–3 month-old) and aged (25–26 month-old) EGFP mice. Five thousand VESCs in 4% FBS/PBS were transplanted directly into the recipient’s liver through a 27-gage needle. Four weeks (28 days) after transplantation, engrafted EGFP-positive ECs were counted by analyzing the recipient’s whole liver by flow cytometry. In Fig. 4f and S3, the recipient’s liver and lung were observed using a stereoscopic fluorescence microscope (Leica Microsystems). The area of engrafted colonies was quantified with Fiji software [39].

### RNA-sequencing

Liver ECs (CD31^+^45^−^) were isolated from young (10-week-old) and aged (30-month-old) mouse livers by FACS as described above. Three independent samples were collected from each group and mRNA was extracted from ECs using RNeasy Plus Micro Kits (#74,034, Qiagen, Hilden, Germany) according to the manufacturer’s protocol. RNA libraries were prepared using the TruSeq Sample Prep v2 kit and sequenced on a HiSeq 2500 (Illumina, San Diego, CA) in 75-base single-end mode. CASAVA 1.8.2 software (Illumina) was used for base calling. Sequenced reads were mapped to the mouse reference genome sequence (mm9) using TopHat v2.1.0. Fragments per kilobase of exon per million mapped fragments (FPKM) values were determined with Cuffnorm v.2.2.1. For PCA and t-SNE visualization, read counts were uploaded and analyzed using the integrated Differential Expression and Pathway (iDEP.96) (http://bioinformatics.sdstate.edu/idep96/) program [42]. Genes with low expression values (CPM < 0.5) were filtered out with default settings for normalization (Constant c for started log: log (x + c) = 1). To analyze Gene Ontology (GO) terms of differentially expressed genes, the web-based Database for Annotation, Visualization and Integrated Discovery (DAVID) 6.8 was used (https://david.ncifcrf.gov/) [43]. GSEA v4.3.1 Mac App was used to perform gene set enrichment analysis [44]. The lists of differentially expressed genes containing log-fold changes and p-values are shown in Supplementary Tables S2 and S3.

### Quantitative PCR

ECs (CD31^+^45^−^), CD157-positive ECs and CD157-negative ECs were isolated from young and aged livers by FACS. Total mRNA was extracted from ECs using RNeasy Plus Micro Kits (#74,034, Qiagen) according to the manufacturer’s protocol. mRNA was reverse-transcribed to cDNA using PrimeScript RT reagent Kits (#RR037A, Takara Bio, Shiga, Japan). Real-time PCR was performed with the LightCycler 96 System (Roche, Basel, Switzerland). Primers are listed in Supplementary Table S1. Threshold value was determined automatically within the exponential growth region and threshold cycle (Ct) value was defined as cycle number at which fluorescence passed the threshold. ΔCt value was determined by subtracting the Ct value of *Gapdh* from that of the target gene. ΔΔCt value was calculated by subtracting the ΔCt value of young CD31^+^45^−^ ECs from the respective ΔCt value of each cell group. 2^−ΔΔCt^ is presented as a fold-increase relative to young CD31^+^45^−^ ECs in Fig. 5d.

### Single-cell RNA-seq analysis using the Tabula Muris Senis data

The filtered h5ad file for FACS subsets was downloaded from the official Tabula Muris Senis repository (https://figshare.com/projects/Tabula_Muris_Senis/64982). Raw count data of liver were transferred into the R environment (v4.2.2). Next, we extracted 3- and 24-month samples and ran the standard Seurat (v4.3.0) pipeline with default parameters (log normalization, 15 PCs, and UMAP for dimensionality reduction). The Tabula Muris Consortium cell type designations were used for the clustering. The Seurat package was used for the analysis of differentially expressed genes and UMAP visualization.

### Statistical analysis

Statistical analysis was performed with Prism 9 software. Data are presented as mean ± standard deviation (SD). Paired data were evaluated with two-tailed unpaired Student’s *t* tests and comparison of multiple groups was performed using two-way analysis of variance (ANOVA). P < 0.05 was considered to be statistically significant. P values are indicated as *(P < 0.05), ** P < 0.01) or ***(P < 0.001).

### Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary material 1

Supplementary material 2

## Data Availability

RNA-seq data are available at the Gene Expression Omnibus (GEO) under accession number GSE233052.

# Supplementary material for: Aging impairs the ability of vascular endothelial stem cells to generate endothelial cells in mice
**Source:** Angiogenesis. 2023 Aug 10;26(4):567–80. doi: 10.1007/s10456-023-09891-8
**Supplement:** Supplementary file 1 — Supplementary material 1

**Supplementary information**

Aging impairs the ability of vascular endothelial stem cells to generate endothelial cells in mice

Shota Shimizu^1,2^, Tomohiro Iba^1,3^, Hisamichi Naito^1,3^, Fitriana Nur Rahmawati^1^, Hirotaka Konishi^1^, Weizhen Jia^1^, Fumitaka Muramatsu^1^, Nobuyuki Takakura^1,4,5,6^

**Fig. S1**

**

**

**Fig. S1** Body weight, organ weights and serum ALT levels of mice at different ages. **a** Body weight, liver weight and lung weight of mice at the age of 2-3, 15-16, 21-22 and 27-28 months (n = 3). The ratio of liver weight to body weight is shown on the right. **b** Serum ALT levels of mice at the age of 2-3, 15-16, 21-22 and 27-28 months (n = 3).

**Fig. S2**

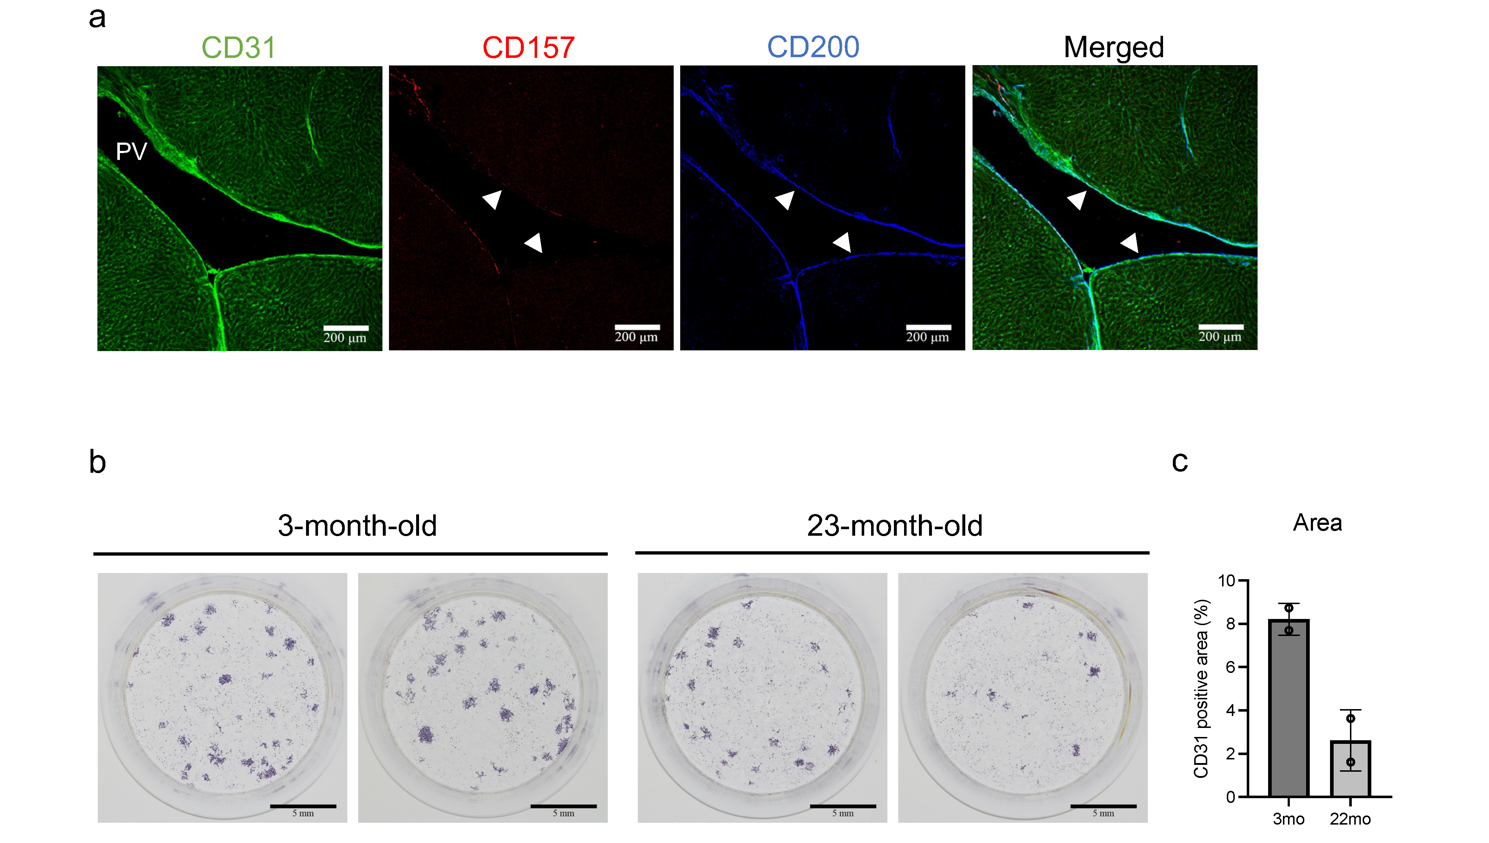

**Fig. S2** Loss of CD157-positive ECs and their proliferative potential in the aged liver. **a** Immunohistochemical staining of aged (28-month-old) livers with anti-CD31 (green), anti-CD157 (red) and anti-CD200 (blue) antibodies. Arrow heads denote CD157^-^CD200^+^ ECs in the portal vein (PV). Scale bars represent 200 μm. **b** One thousand CD157^+^CD200^+^ VESCs isolated from the livers of 3-month-old and 23-month-old mice were cultured on OP9 cells for 10 days, followed by immunostaining with anti-CD31 antibody. Scale bars represent 5 mm. **c** Quantification of CD31-positive colony area in (**b**) (n = 2).

**Fig. S3**

**
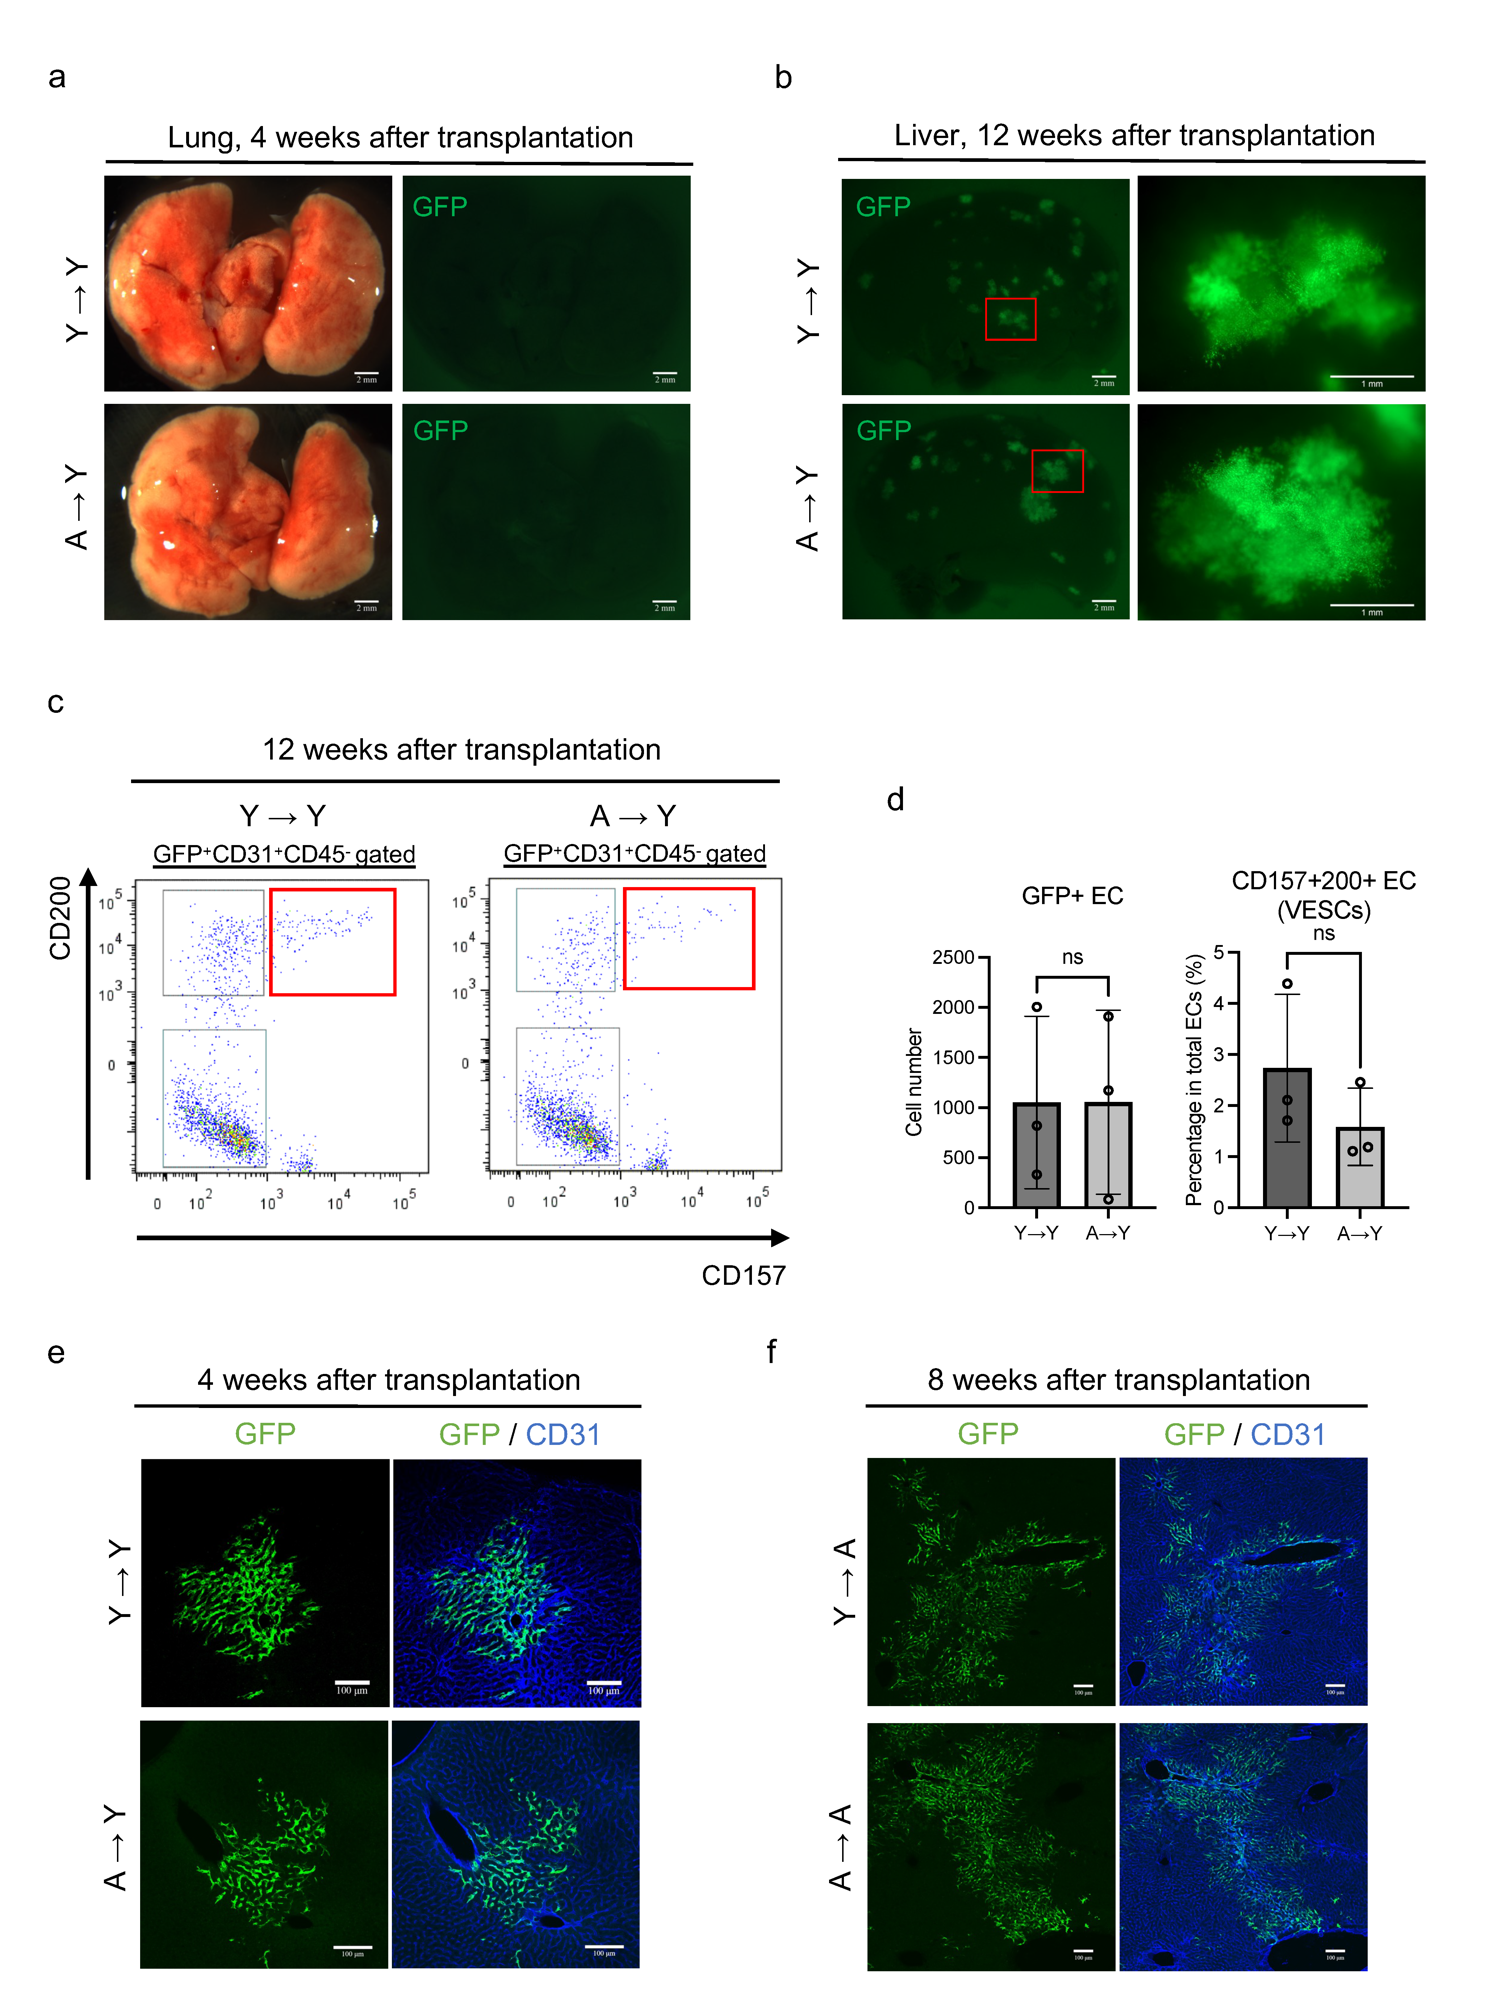
**

**Fig. S3** Transplantation of VESCs into young recipient mice. **a** Fluorescence stereoscopic images of young recipient lungs (2-3 month-old at transplantation) 4 weeks after the transplantation of young (2-3 month-old) or aged (27-28 month-old) VESCs. Each left-hand plot shows the bright-field image. Each GFP image taken at the same view is shown on the right-hand panel. Note that no GFP-positive VESCs contribute to the lung vasculature. Scale bars denote 2 mm. Y→Y: transplantation from a young donor to a young recipient. A→Y: transplantation from an aged donor to a young recipient. **b** Fluorescence stereoscopic images of young recipient livers 12 weeks after transplantation of young or aged VESCs. Higher magnifications of the areas indicated by the red box in the left-hand panels are shown in the right-hand panels. Scale bars represent 2 mm (left) and 1 mm (right). **c** Representative FACS plots of engrafted ECs (GFP^+^CD31^+^CD45^-^-gated population) 12 weeks after transplantation. Red boxes denote the CD157^+^CD200^+^ VESC population. **d** Quantification of total engrafted ECs and the proportion of CD157^+^CD200^+^ VESCs therein engrafted in (**c**). Statistical significance was assessed with two-tailed unpaired Student’s *t* test. ns = not significant. **e** Immunohistochemical staining of young recipient livers 4 weeks after the transplantation of young or aged VESCs. Livers were stained with anti-GFP (green) and anti-CD31 (blue) antibodies. Scale bars denote 100 μm. **f** Immunohistochemical staining of aged recipient livers 8 weeks after the transplantation as in (**e**). Y→A: transplantation from a young donor to an aged recipient. A→A: transplantation from an aged donor to an aged recipient.

**Fig. S4**

**
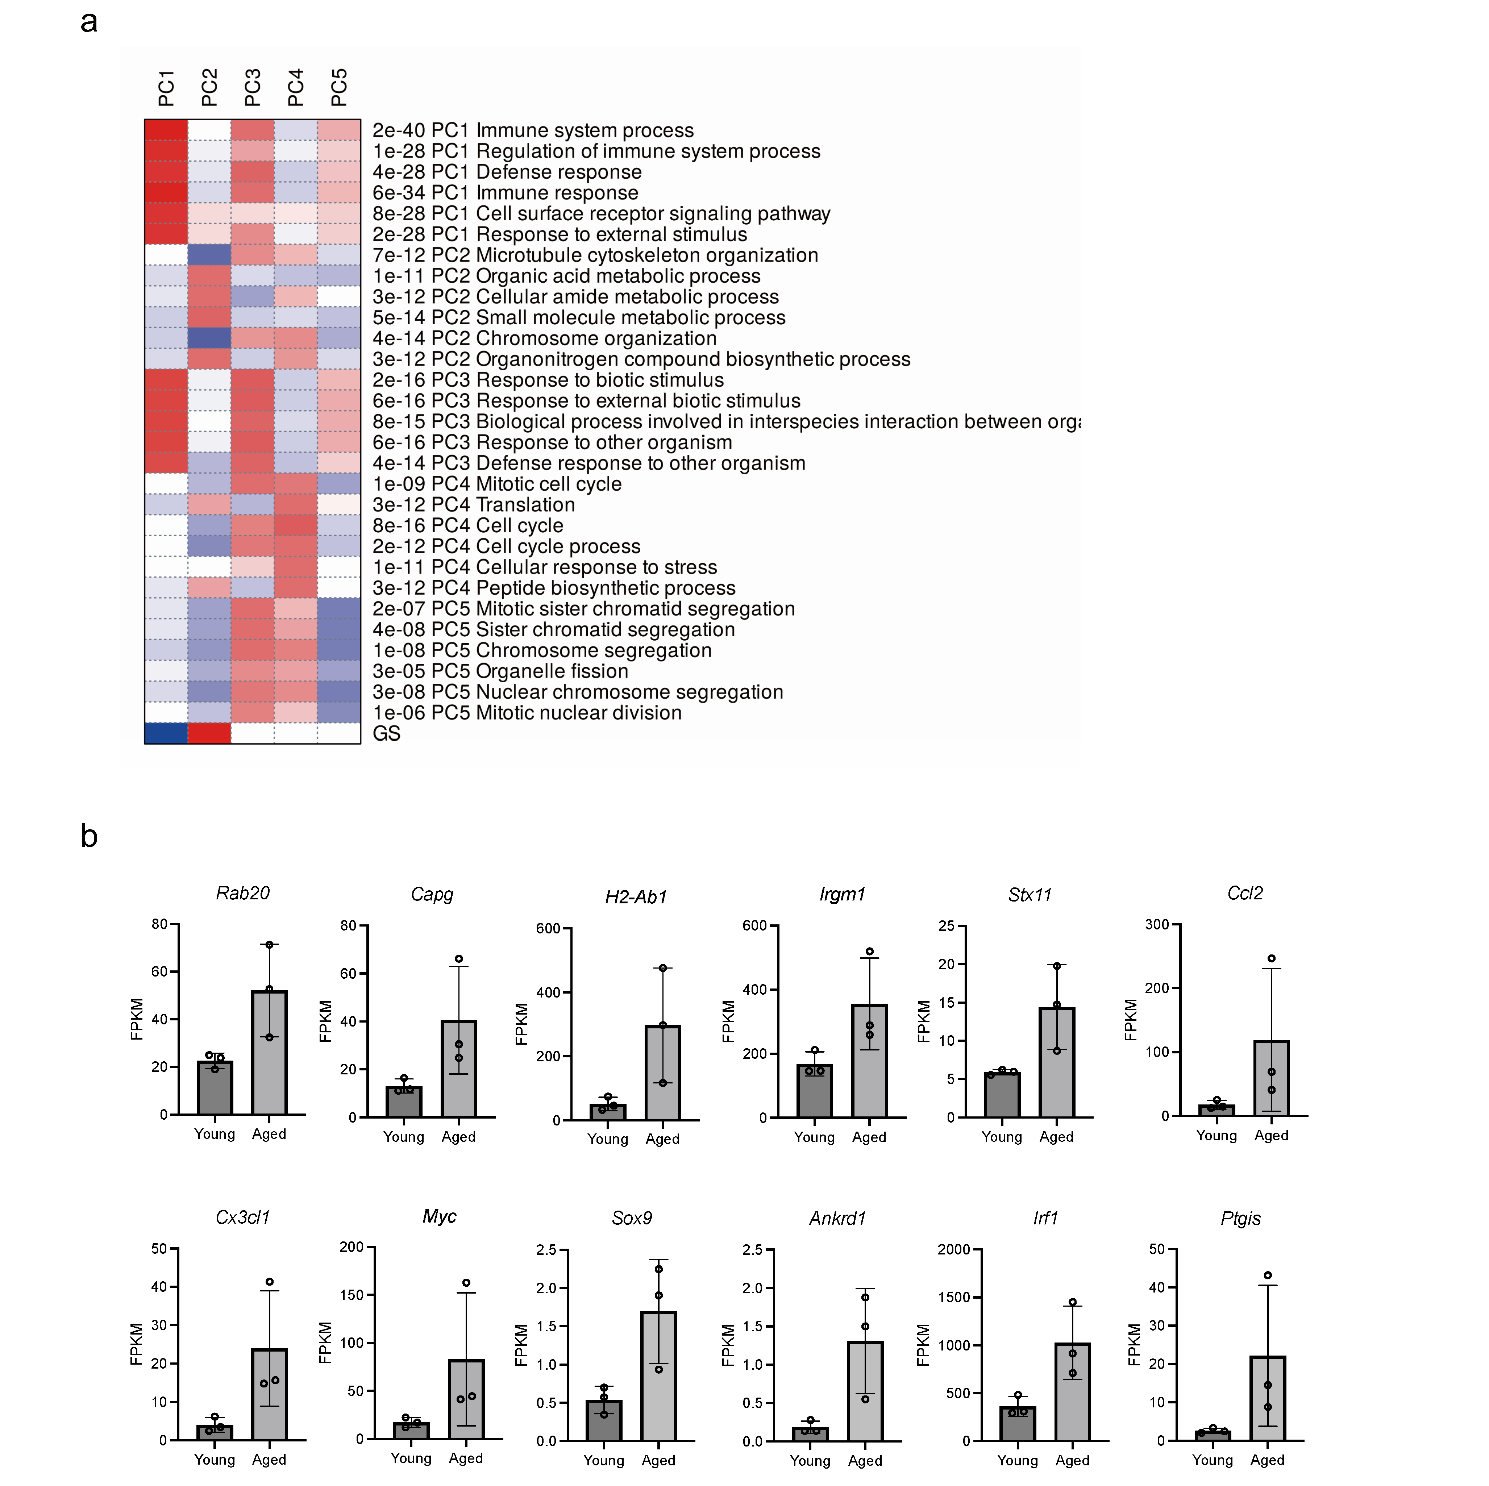
**

**Fig. S4** RNA-seq analysis of young and aged liver ECs. **a** Pathway analysis of primary component analysis (PCA) rotation. Gene ontology (GO) biological process terms and p-values related to each primary component are shown. **b** FPKM values of genes related to the GO terms “cellular response to interferon-gamma” (*Rab20*, *Capg*, *H2-Ab1*, *Irgm1*, *Stx11*, *Ccl2*, *Cx3cl1*, *Myc*) and “cellular response to interleukin-1” (*Sox9*, *Ankrd1*, *Irf1*, *Ptgis*, *Ccl2*, *Cx3cl1*, *Myc*) in RNA-seq (n = 3).

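For 12 genes of the interferon-gamma and interleukin-1 responses, Rab20, Capg, H2-Ab1, Irgm1, Stx11, Ccl2, Cx3cl1, Myc, Sox9, Ankrd1, Irf1 and Ptgis, all 3 aged samples had a higher CPM than all 3 young samples. Their log2 fold changes ran from 1.09 for Irgm1 to 3.08 for Ptgis, with adjusted p between 0.193 and 0.256. All 12 are among the genes that the paper lists from these same samples, so the lack of overlap is no independent result. In the deposited FPKM values, Irf1 (chromosome 11, 53583516 to 53591876 of mm9) was 361 ± 106 in young and 1026 ± 382 in aged ECs (SD, n = 3 each). Ccl2 (chromosome 11, 81849073 to 81850955) was 17.5 ± 6.77 in young and 119 ± 112 in aged ECs (SD, n = 3 each), and its 136-week sample, at 247, lay far above the 127- and 131-week samples at 69.1 and 40.8. Cx3cl1 (chromosome 8, 97295909 to 97306323) was 4.03 ± 1.93 in young and 24.0 ± 15.1 in aged ECs and Myc (chromosome 15, 61816946 to 61821929) 17.2 ± 5.19 in young and 82.9 ± 69.2 in aged ECs (SD, n = 3 each). The 136-week sample was the highest of the 6 samples for all 8 interferon-gamma genes and for 5 of the 7 interleukin-1 genes.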

**
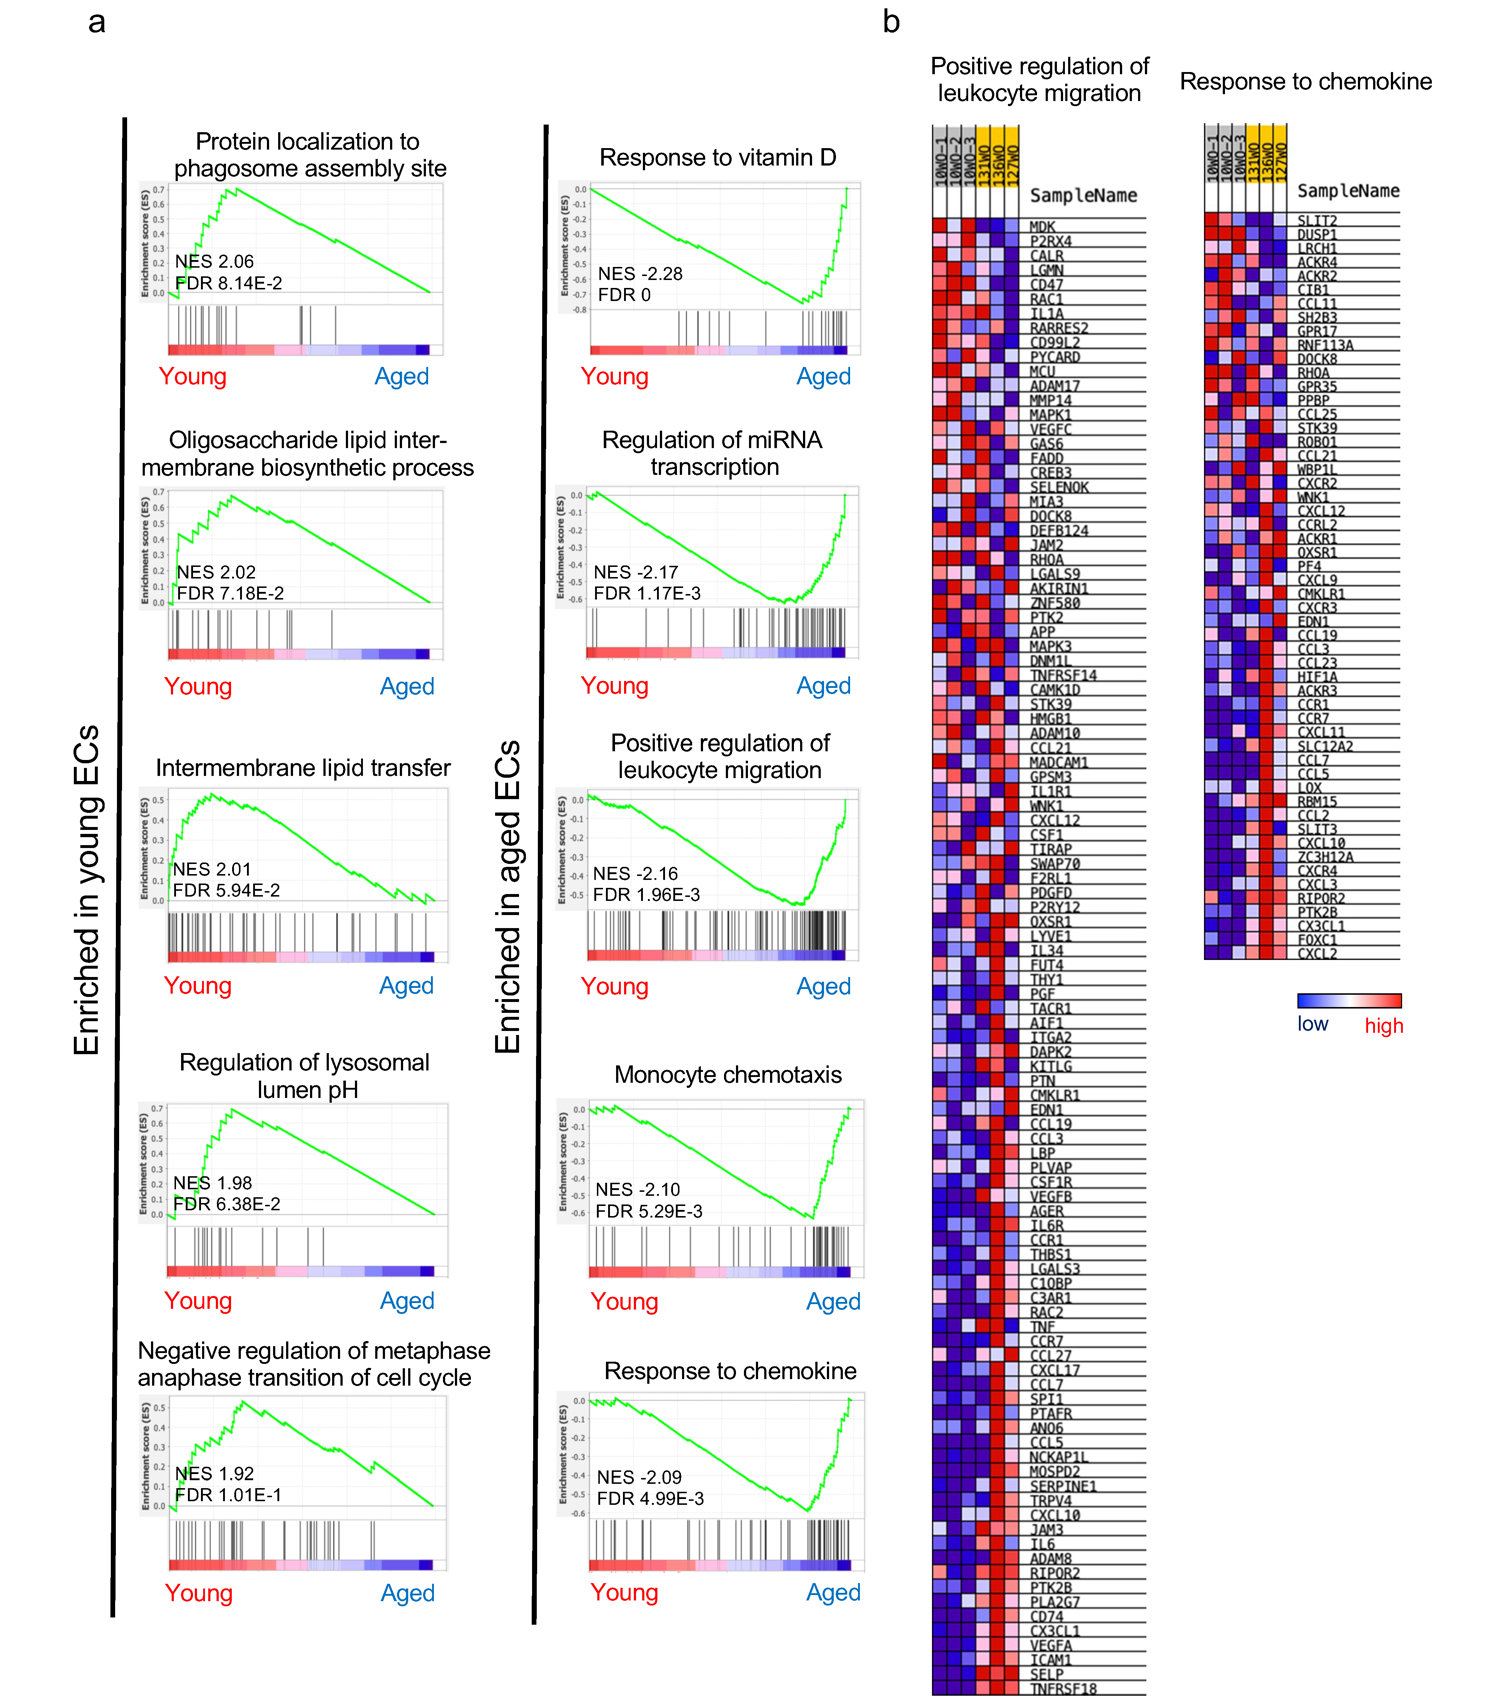
Fig. S5**

**Fig. S5** Gene set enrichment analysis of young and aged liver ECs. **a** Gene set enrichment analysis (GSEA) plots of the top 5 GO biological process terms enriched in young (10-week-old, left-hand column) and aged (29-30 month-old, right-hand column) liver ECs based on RNA-seq analysis. The top 5 GO terms for normalized enrichment scores (NES) are shown. FDR: false discovery rate. **b** Gene expression profiles of young and aged liver ECs showing constituents of the GO term “Positive regulation of leukocyte migration” (left) and “Response to chemokine” (right). The colors in the heatmaps are normalized such that the maximum value for each gene is plotted as red and the minimum value is plotted as blue.

**Fig. S6**

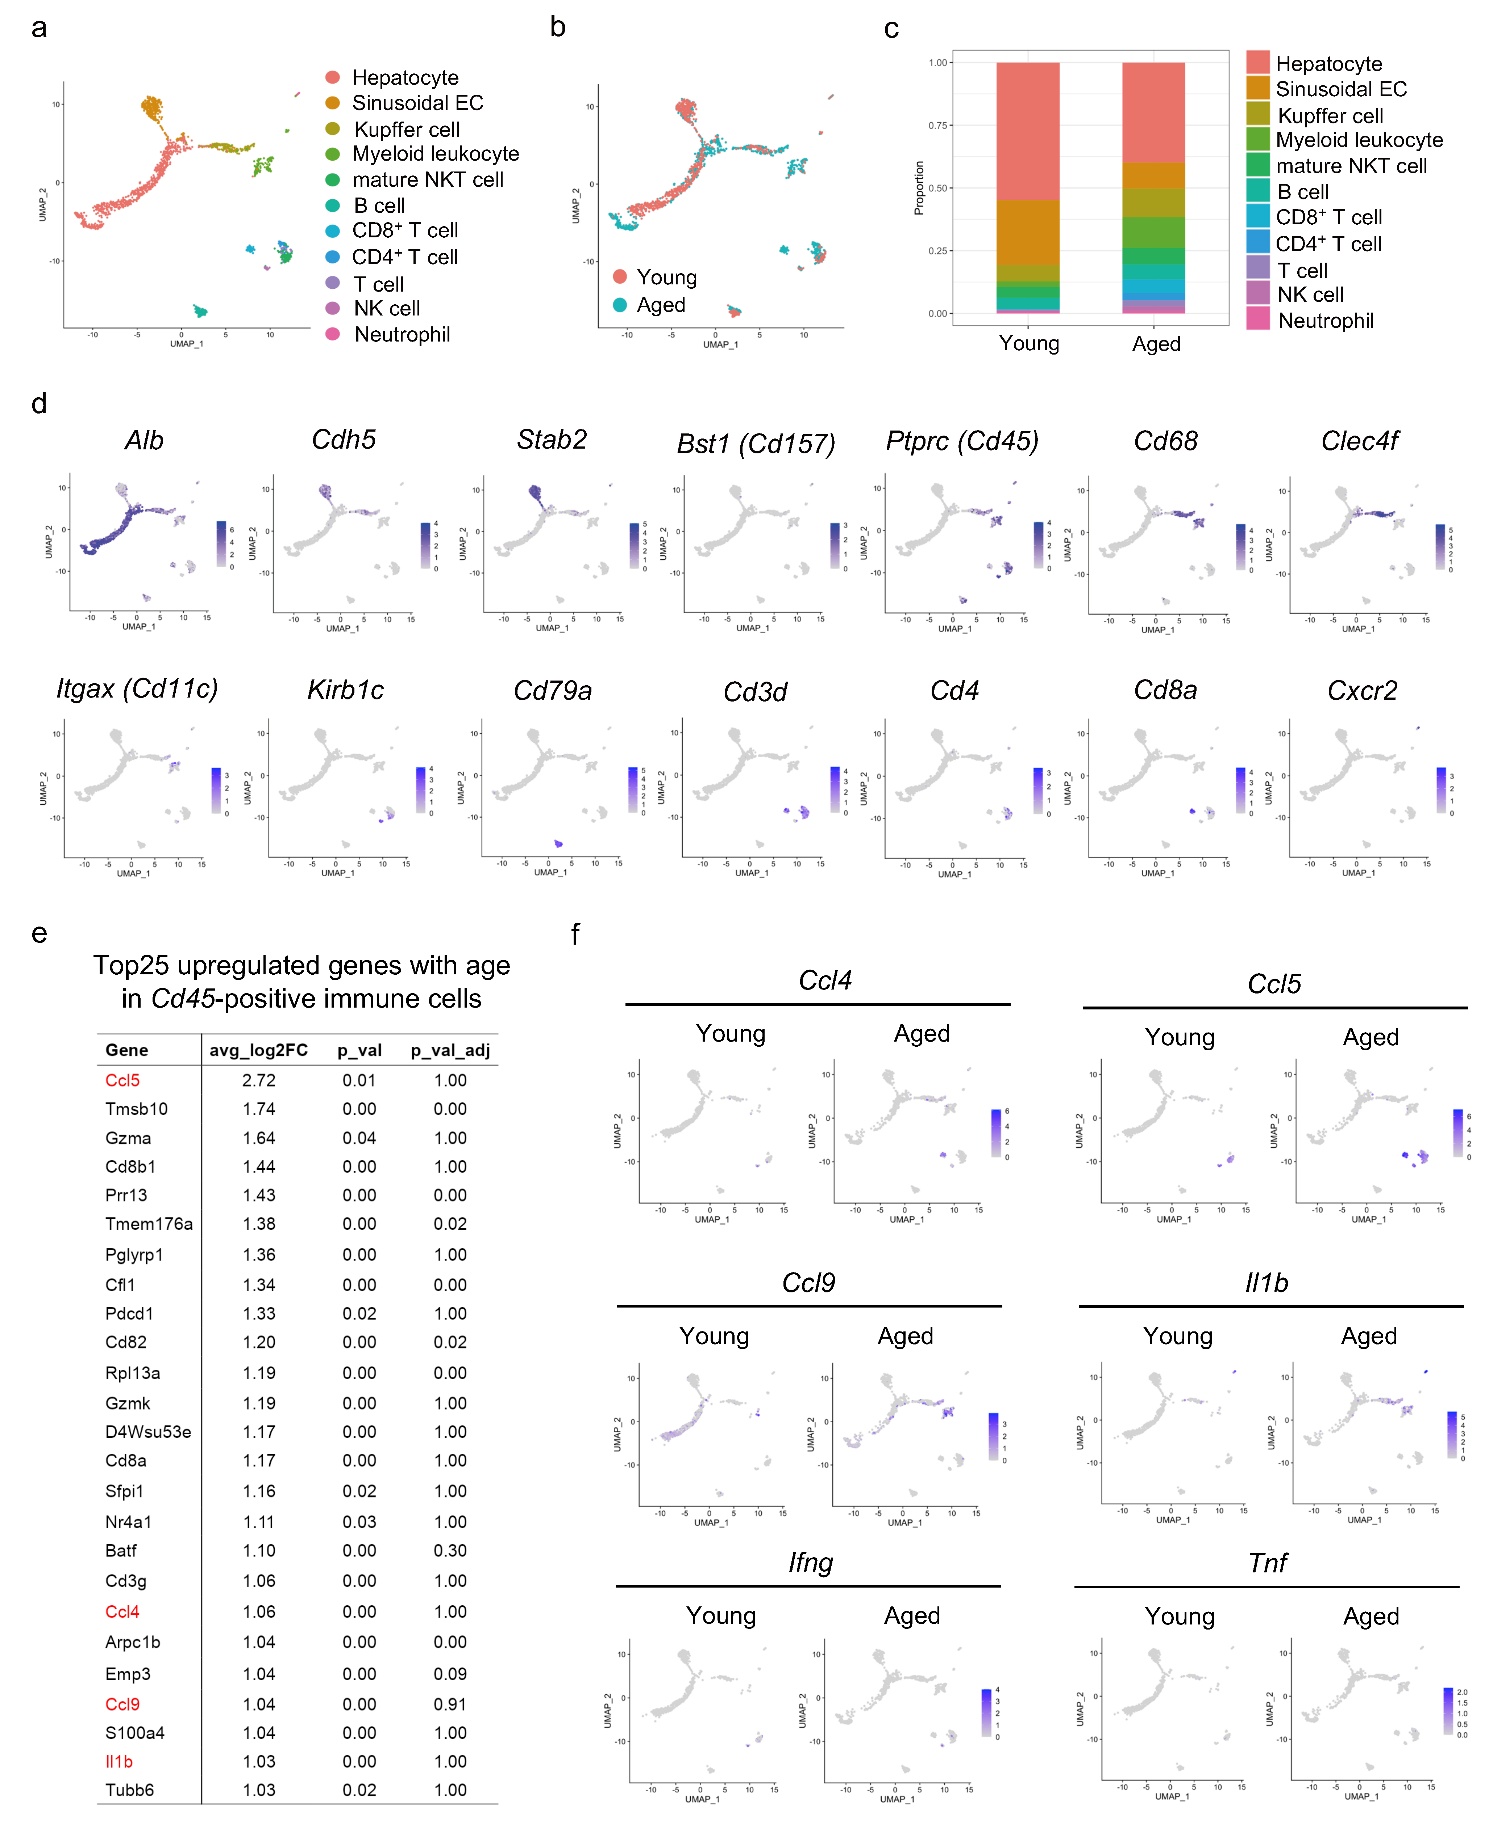

**Fig. S6**  Analysis of age-associated differences in immune cells in the murine liver using the Tabula Muris Senis data. **a** UMAP plot of young (3-month-old) and aged (24-month-old) murine liver from Tabula Muris Senis FACS data. The Tabula Muris Consortium cell type designations were used for the clustering. **b** UMAP plot in which cells were grouped by age. **c** The proportional changes of each cell type with age. **d** Expression of common cell type markers as follows: *Alb* (hepatocytes), *Cdh5* (ECs), *Stab2* (sinusoidal ECs), *Bst1* (VESCs), *Ptprc* (immune cells), *Cd68* (monocytes/macrophages), *Clec4f* (Kupffer cells), *Itgax* (dendritic cells), *Kirb1c* (NK cells), *Cd79a* (B cells), *Cd3d*, *Cd4*, *Cd8a* (T cells) and *Cxcr2* (neutrophils). **e** Top 25 up-regulated genes in aged *Cd45*-positive immune cells relative to young counterparts. Gene names of inflammatory cytokines are denoted in red. Average log2-fold changes (avg_log2FC), p-value (p_val) and adjusted p-value (p_val_adj) of each gene are shown. **f** Expression of *Ccl4*, *Ccl5*, *Ccl9*, *Il1b*, *Ifng* and *Tnf* in young and aged liver.

**Supplementary Table S1** Primers used in the present study

| Gene | Forward (5’>3’) | Reverse (5’>3’) |
| --- | --- | --- |
| Cd74 | AGATGCGGATGGCTACTCC | TCATGTTGCCGTACTTGGTAAC |
| H2-Aa | TCAGTCGCAGACGGTGTTTAT | GGGGGCTGGAATCTCAGGT |
| Sele | ATGCCTTTATGGCTGAAACC | CCAAGATTTTACAGCGAGCA |
| Selp | ACTGCCAGAATCGCTACACAG | CACCCATGTCCATGTCTTATTGT |
| Gapdh | TGGCAAAGTGGAGATTGTTGCC | AAGATGGTGATGGGCTTCCCG |

How the deposited data were processed for this re-analysis (not part of the article)

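RNA from sorted CD31+CD45− liver ECs of 3 young (10-week-old) and 3 aged (127, 131 and 136 weeks in the sample labels) mice was analysed. The authors called bases with CASAVA, mapped 75-base single-end reads to mm9 with TopHat and deposited whole-number read counts for 24421 gene symbols, without normalization. The authors also deposited FPKM values from Cuffnorm for 24346 gene symbols, scaled between samples. The paper's text names neither the program nor the annotation used for counting, nor whether counting used the strand, so overlapping and antisense genes are uncertain. Total counts ran from 23001556 to 31651817 per sample, and 3 counts, the floor used here, corresponded to at most 0.130 CPM. Reads without molecular identifiers are not independent molecules, so such a floor covers counting error only.

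From the counts, genes with a CPM of at least 0.5 in at least 1 sample were kept, which left 14612 genes. They were normalized by TMM and compared between aged and young ECs with the quasi-likelihood test of edgeR (version 4.0.16, in R 4.3.3), with Benjamini-Hochberg adjustment and a threshold of 0.05 and a log2 fold change beyond 1. Standard errors were computed as the log2 fold change divided by the square root of the test's F statistic. Gene sets were tested with camera (limma 3.58.1) at a preset correlation of 0.01. Adjustment was over the 7 sets fixed beforehand. The test of the endothelial adhesion list was added to these and adjusted alone, so its adjusted p equals its unadjusted p. Reactome pathways of 10 to 500 tested genes came from the fgsea package (1.28.0), and were added after the data were examined. DESeq2 (1.42.0) served as an alternative and for its size factors. Single values were compared with two-sided exact permutation tests, whose smallest p is 0.1 for 3 mice against 3. Principal components were computed on centred log2(CPM + 1) and signed so that aged samples are higher.

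Genes of Supplementary Tables 2 and 3 were dropped from all marker lists, and dropping them from the leukocyte, cell cycle and senescence lists was chosen after the data were examined. The mapping of samples, the tests, the named genes and the alternatives other than those said to be added were fixed before the data were examined. Named genes are every gene that the paper names from the RNA-seq, the 5 genes with the smallest p in each direction among those past the threshold (0 genes passed it, while 967 had an unadjusted p below 0.05), and genes of a set where that set is discussed. The 2 ages share no replicate numbers, so no pairing was used. One alternative, an unadjusted p on log2 FPKM, was worked out from the p-values in Supplementary Tables 2 and 3. The other alternatives covered other normalizations, filters on low counts, limma-voom with sample quality weights, limma on log2 FPKM with a pseudocount of 0.1 or 1, the removal of each mouse in turn, other thresholds and other gene set tests. Added after the data were examined were a term for the library cluster, a term for the mean of pan-leukocyte markers, the removal of Lars2 and Rn45s, and gene sets without the genes of Supplementary Tables 2 and 3.

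The test was tried on counts simulated from the measured means, dispersions and library sizes in 3 runs, each with 200 genes changed among 14227 to 14253 genes. edgeR called 244 of 300 genes changed 4-fold, 292 of 300 changed 16-fold and 32 unchanged genes, and DESeq2 called 273, 298 and 156. Of 600 simulated null gene sets, 17 had a camera p below 0.05. Each gene was drawn independently, so these runs cannot show how camera behaves for genes that vary together. Positions are those of the GENCODE annotation of mm9. GO term enrichment, GSEA and t-SNE were not repeated, and the quantitative PCR, staining, transplantation and single-cell data were not analysed here.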

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

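The tests of dissociation stress and of large-vessel ECs were written before the data were examined, the count of splits before its own result, and the other tests below were chosen after the results were seen. All marker lists leave out the genes of Supplementary Tables 2 and 3.

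Genes of chromosome Y, which the paper does not discuss, were counted in all 6 samples. The lowest count of the 6 samples was 2095 for Ddx3y, 233 for Kdm5d, 566 for Eif2s3y and 534 for Uty, far above 3 counts, while Xist, which is transcribed from the inactive X chromosome of female cells, had between 0 and 5 counts. The paper states that female mice were used. Reads from the X-linked copies of these genes are one technical explanation, but Ddx3y had at least 0.263 times the counts of Ddx3x in every sample and no 75-base stretch of the 4 Y gene transcripts occurs in another gene. Male RNA mixed into female libraries would leave Xist high, and its highest count was 5. What remains is that all 6 samples came from male mice, which the data here cannot tell apart from another reason for absent Xist counts. The test written beforehand looked for single samples of another sex and expected Xist to be high and chromosome Y genes absent otherwise, which was not what was seen, so the ages were compared instead. They did not differ in this respect (log2 fold change of Ddx3y 0.10), so a difference in sex between the groups is not a candidate explanation of the age differences.

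Leukocyte marker genes were higher in aged ECs although the cells were sorted as CD45−. The median log2 fold change was 2.69 for 17 T and NK cell markers (17 higher, camera adjusted p = 3.91e-06), 1.601 for 30 myeloid markers (25 higher, 0.0102) and 1.58 for 18 pan-leukocyte markers (15 higher, 0.00434). For 9 B cell markers it was 1.39 (8 higher), which did not pass (0.0882). The rise of the first 3 lists was in 2 of 3 aged mice. Against the young mean, the T and NK cell median was 0.65, -0.018 and 1.67 in the 127-, 131- and 136-week samples, and the myeloid and pan-leukocyte medians had the same order. The B cell median was 0.06, 0.10 and 1.24, a rise in the 136-week sample alone. The first 3 lists are consistent with leukocyte RNA in the 127- and 136-week samples. The rise was also seen within both library clusters, where the smaller pan-leukocyte median was 0.60. The cluster with few Lars2 and Rn45s counts holds only young replicate 3 and the 127-week sample, so a library effect is not excluded. Depth does not account for the rise, since the median total count of aged over young samples was 0.946. 4 of the 10 splits of the 6 samples gave a pan-leukocyte median as far from 0, so an effect of age cannot be told apart from differences between single mice. All 4 set the 127- and 136-week samples, which are in different library clusters, on the same side.

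Immediate early and heat shock genes, which enzymatic dissociation of tissue induces, were higher in aged ECs, with a median log2 fold change of 0.54 over 48 genes (42 higher, camera adjusted p = 8.42e-09). Their medians against the young mean were 0.20, 0.48 and 0.83 in the 127-, 131- and 136-week samples, while those of the interleukin-1 genes of Fig. S4b were 1.56, 1.30 and 2.25. Both were highest in the 136-week sample, and the order of the other 2 aged samples differed. The interleukin-1 genes are in Supplementary Tables 2 and 3, selected on these same samples, so the size of their medians is no independent measure. Within the library clusters with many and with few Lars2 and Rn45s counts the median difference was 0.65 and 0.17 for the immediate early and heat shock genes and 2.05 and 1.49 for the interleukin-1 genes. Of the 12 genes of Fig. S4b, Rab20, Irgm1 and Sox9 had the order of the stress markers across the 3 aged samples and the other 9 did not. Dissociation stress may contribute to the rise of inflammatory genes, and it cannot be told apart from an effect of age here. Large-vessel EC markers were also higher (median log2 fold change 0.34, 29 of 34 genes, camera adjusted p = 8.19e-04) while 22 of 23 sinusoidal EC markers were lower (-0.79). In each aged sample the sinusoidal median was at most -0.37 and the large-vessel median at least 0.24 against the young mean, which is consistent with a larger share of large-vessel ECs among the sorted cells. A change of expression within sinusoidal ECs would look the same in these data.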

How the results depend on the processing

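The counts of genes past the threshold depended most on the test. edgeR's quasi-likelihood test called 0 genes higher and 0 lower in aged ECs, against 793 and 174 genes at an unadjusted p below 0.05. DESeq2 called 395 and 77 at the adjusted threshold, limma-voom with sample quality weights 13 and 2, edgeR without a filter 3 and 1, and limma on log2 FPKM with a pseudocount of 0.1 or 1 called 1 and 1 each. An unadjusted p on log2 FPKM gave 280 and 86. DESeq2's size factors, library size only, both stricter filters, no fold change threshold and glmTreat left both counts at 0. The 6 fits that each left out one mouse called from 0 to 1 genes higher and from 0 to 0 lower. Of the settings added after seeing the data, the library cluster as a second term called 1 and 1, the leukocyte score as a second term 7 and 10, and the removal of Lars2 and Rn45s 0 and 0. In simulated counts at the same size edgeR called most genes changed 4-fold or 16-fold. Smaller changes and variation shared between genes were not simulated, so limited power with 3 mice against 3 is not excluded. The cause of the count of 0 was not tested. Library size only moved the median of all genes to 0.075 on the log2 scale.

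Of the 24 named genes, 0 had an adjusted p below 0.05 with edgeR, 24 with DESeq2, 3 with limma-voom and 1 with the leukocyte score as a second term, and 0 in each of the 6 fits that left out one mouse. No named gene changed direction under any setting.

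The first component's share of variance was 45.0%, and became 39.8% on log2(DESeq2 normalized counts + 1), 35.8% on log2(FPKM + 1), 52.9% over the 500 most variable genes, and from 42.9% to 52.8% with one mouse left out. The ages were apart on it in every setting except without the 136-week sample, where the second component held them apart, and the exact p ran from 0.1 to 0.4 across the fits that each left out one mouse. The sign of the component is set so that aged is higher, and 3 mice against 3 cannot pass 0.05, so that p shows no stability.

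All 7 gene sets kept their direction under every setting run. The adhesion list, at 0.89, kept it except over its 5 genes outside Supplementary Tables 2 and 3, a setting added after seeing the data, where the median was -0.088 (camera adjusted p = 0.778). Leaving out genes that the paper calls also removes those that changed most, and it cannot move the lysosomal acidification, autophagy and lipid-linked oligosaccharide sets, which hold none. The leukocyte migration, chemokine response and coagulation sets passed under it. The 3 MHC class II genes left, H2-Eb2, H2-Oa and Ciita, were all higher and passed too (median 2.41, camera adjusted p = 0.00968). Their ages overlapped, with no count of H2-Eb2 in any young sample and a CPM of H2-Oa above 0.298 in the 136-week sample alone. Within that set, a rise without overlap between the ages was therefore seen only in genes that the paper lists. Two-sided adjusted p-values passed 0.05 in camera with the preset correlation for the 7 sets and the whole adhesion list. With the correlation estimated from the data, the adhesion list passed (adjusted p = 0.00359, within a range from 1.57e-10 to 0.778 over its 17 alternatives) and the sets did not, with the same medians of 2.54 for MHC class II, 0.37 for leukocyte migration, 0.42 for chemokine response, -0.14 for lysosomal acidification, -0.12 for autophagy, -0.21 for lipid-linked oligosaccharides and -0.80 for coagulation, and adjusted p between 0.0719 and 0.275. With fry, leukocyte migration, chemokine response, lysosomal acidification, autophagy and coagulation did not pass. Against random lists, lysosomal acidification and autophagy did not pass. With the leukocyte score as a second term the medians of lysosomal acidification and autophagy were -0.096 and -0.092 and did not pass. With each mouse left out in turn, the median ran from 2.11 to 2.90 for MHC class II and from 0.22 to 0.47 for leukocyte migration. For chemokine response it ran from 0.24 to 0.58 and for the adhesion list from 0.79 to 1.02. For lipid-linked oligosaccharides it ran from -0.22 to -0.13 and for coagulation from -1.00 to -0.45. All of these passed in all 6 fits. For lysosomal acidification the median ran from -0.24 to -0.096 and for autophagy from -0.16 to -0.074, with 3 and 2 of these 6 fits not passing. The cause was not tested.

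Reactome pathways, added after the data were examined, numbered 16 higher and 3 lower of 875 at an adjusted p below 0.05. The numbers higher and lower were 6 and 2 with a CPM of at least 0.5 in at least 3 samples, 5 and 12 with limma-voom, 0 and 0 on log2(FPKM + 0.1), 30 and 7 with the library cluster as a second term, 17 and 25 with the leukocyte score, and from 4 to 42 higher and from 2 to 22 lower with one mouse left out. 9 of the 10 splits of the 6 samples gave as many pathways in all, so their number is no measure of age.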

Differences from the paper's values

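The paper's Supplementary Tables 2 and 3 list 280 genes higher and 86 lower in aged ECs, against 0 and 0 here with edgeR at an adjusted p below 0.05 and a log2 fold change beyond 1. Of the alternatives set before the data were examined, an unadjusted p on log2 FPKM gave the paper's 280 and 86 genes, gene for gene, and DESeq2's 395 and 77 were within 1.5 times of them. An unadjusted p in edgeR (793 and 174) and all the others did not come within that range. The sheets of the tables state a threshold on the p-value, while the legend of Fig. 5b states one on the q-value. The rule on log2 FPKM was worked out from the p-values in the tables themselves, so its match is no independent result. With Benjamini-Hochberg adjustment of the same p-values, 0 genes passed, against 366 unadjusted. Of the paper's genes, limma-voom with sample quality weights called 11 higher, Selp and Sele among them, and 2 lower, Hgf among them. Without a filter edgeR called 2 and 1 of them, limma on log2 FPKM 1 and 1 with either pseudocount, and edgeR without the 131-week sample 1 and 0. The library cluster term, chosen after seeing the values, called 1 and 1 of them, and the leukocyte score term, also chosen after seeing the values, called 5 higher, Cd74 among them, and 0 lower.

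For the 8 genes labelled in the volcano plot, the −log10 of the adjusted p here, with edgeR, was 1.07 for Selp against about 18 in Fig. 5b, read by eye, 0.86 for Sele against about 11 in Fig. 5b, read by eye, 0.87 for Hgf against about 10 in Fig. 5b, read by eye, 0.75 for Serpina1e against about 7 in Fig. 5b, read by eye, 0.71 for Cd74 against about 5.6 in Fig. 5b, read by eye, 0.71 for H2-Aa against about 5.3 in Fig. 5b, read by eye, 0.59 for Plg against about 1.7 in Fig. 5b, read by eye and 0.60 for C9 against about 1.6 in Fig. 5b, read by eye. With DESeq2 in place of edgeR it was 18.39 for Selp, 11.01 for Sele, 10.27 for Hgf, 6.94 for Serpina1e, 5.604 for Cd74, 5.29 for H2-Aa, 1.61 for Plg and 1.64 for C9, within 1.5 times of the paper's value for all 8. None of the other alternatives set before the data were examined closed the gap for any of the 8. The paper's text does not name the test behind the plot.

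The paper states that female mice were used, and all 6 samples here had at least 2095 counts of the chromosome Y gene Ddx3y and at most 5 counts of Xist.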

Other observations

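The tests of hepatocyte RNA, of leukocyte markers beside the MHC class II genes, and of gene length and sublines were written before the data were examined, and those of GC content and of splits for the gene sets before their own results. The tests of the library cluster, the leukocyte score as a second term, the removal of Lars2 and Rn45s, the comparison of Ddx3y between the ages and the male-biased hepatocyte genes were chosen after the results were seen.

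Other splits of the 6 samples bear on every comparison, and with 10 splits a share under 0.1 is not possible. The real split gave 967 genes at an unadjusted p below 0.05 and a log2 fold change beyond 1, and 1 of the 10 splits gave as many. With DESeq2 at an adjusted p below 0.05 it was also 1 of the 10 splits. With edgeR's adjusted p, all 10 of the 10 splits gave 0 genes. The split of young replicates 1 and 2 with the 131-week sample gave 653 genes at an unadjusted p, 247 with DESeq2 against 472 for the real split, and 2978 genes without overlap against 2622. A median as far from 0 came from 1 of the 10 splits for the MHC class II genes, 1 for leukocyte migration, 2 for chemokine response, 1 for lysosomal acidification, 3 for autophagy, 1 for lipid-linked oligosaccharides, 2 for coagulation and 1 for the adhesion list, and as many Reactome pathways came from 9 of the 10 splits.

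Of the 967 genes at an unadjusted p below 0.05, 86.6% stayed past it with the library cluster as a second term and 99.7% without Lars2 and Rn45s. Of the 907 of them with a transcript in the reference, 93.8% stayed with a per-sample offset for gene length and 93.5% with one for GC content. Nnt, which differs between C57BL/6 sublines, had a log2 fold change of -0.044, and Ddx3y one of 0.10. With the leukocyte score as a second term only 40.8% stayed, and the total fell to 515 genes. Leukocyte RNA in the 127- and 136-week samples is therefore a candidate explanation for part of the genes that rise with age, although the score itself differs between the ages and takes up some of their difference.

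A rise of the MHC class II genes within aged ECs is a hypothesis. The paper reports quantitative PCR of sorted ECs, which was not analysed here. In it Cd74 and H2-Aa rose with age in CD157+ but not in CD157− ECs. In the 131-week sample the pan-leukocyte median was -0.20 against the young mean, while the MHC class II median was 1.16. With the leukocyte score as a second term the MHC class II median log2 fold change fell from 2.54 to 1.67 and still passed camera's threshold, and the smaller of the within-cluster medians was 1.57. Leukocyte RNA may account for part of the rise in the other 2 aged mice, where the 2 sources cannot be told apart. In the 131-week mouse the pan-leukocyte markers did not rise. Its B cell median, at 0.10, lay within the range of the young samples (-0.088 to 0.17). This rests on 1 library, so leukocyte RNA cannot be excluded there either.

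Part of the fall of secreted liver proteins may reflect less hepatocyte RNA carried into the sorted cells of aged mice. Hepatocyte markers outside Supplementary Tables 2 and 3 had a median log2 fold change of -0.80 (38 of 42 lower). Of these, 5 are also in the coagulation list, and the other 37 had a median of -0.76 (33 lower). Alb itself moved by -0.48 with overlapping ages, so the named genes did not simply follow it. Hgf had a mean CPM of 51.4 in young ECs, close to that of Alb, yet a log2 fold change of -2.35. A loss of carried-over RNA as large as that of Alb would not account for it. The hypothesis of less hepatocyte RNA also does not cover all coagulation genes. F8 and Pros1, whose log2 fold changes were -0.79 and -0.62 (edgeR adjusted p = 0.308 and 0.263), had a mean CPM of 1406 and 1102 in young ECs against 58.1 for Alb. F8 is also in the list of sinusoidal EC markers, whose other 22 genes had a median of -0.80, so part of the fall may go with that of sinusoidal EC markers. Since the samples carry chromosome Y transcripts, male-biased hepatocyte genes were compared with the other markers. Their median was -1.08 over 21 genes against -0.80 over 42, a difference within what permuted gene labels give (two-sided permutation test with 100000 resamples, p = 0.199).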
